# Active promoters give rise to false positive ‘Phantom Peaks’ in ChIP-seq experiments

**DOI:** 10.1093/nar/gkv637

**Published:** 2015-06-27

**Authors:** Dhawal Jain, Sandro Baldi, Angelika Zabel, Tobias Straub, Peter B. Becker

## Abstract

Chromatin immunoprecipitation (ChIP) is widely used to identify chromosomal binding sites. Chromatin proteins are cross-linked to their target sequences in living cells. The purified chromatin is sheared and the relevant protein is enriched by immunoprecipitation with specific antibodies. The co-purifying genomic DNA is then determined by massive parallel sequencing (ChIP-seq).

We applied ChIP-seq to map the chromosomal binding sites for two ISWI-containing nucleosome remodeling factors, ACF and RSF, in *Drosophila* embryos. Employing several polyclonal and monoclonal antibodies directed against their signature subunits, ACF1 and RSF-1, robust profiles were obtained indicating that both remodelers co-occupied a large set of active promoters.

Further validation included controls using chromatin of mutant embryos that do not express ACF1 or RSF-1. Surprisingly, the ChIP-seq profiles were unchanged, suggesting that they were not due to specific immunoprecipitation. Conservative analysis lists about 3000 chromosomal loci, mostly active promoters that are prone to non-specific enrichment in ChIP and appear as ‘Phantom Peaks’. These peaks are not obtained with pre-immune serum and are not prominent in input chromatin.

Mining the modENCODE ChIP-seq profiles identifies potential Phantom Peaks in many profiles of epigenetic regulators. These profiles and other ChIP-seq data featuring prominent Phantom Peaks must be validated with chromatin from cells in which the protein of interest has been depleted.

## INTRODUCTION

The validity, quality and robustness of ChIP-seq experiments depends on several variables, such as the specificity and avidity of the antibodies used, the fractional occupancy of chromatin loci by the protein of interest, the nature of its chromatin interaction and the likelihood that this interaction will be trapped by chemical crosslinking. Furthermore, native binding profiles may be distorted by biases introduced by experimental procedures, including the immunoprecipitation process, the shearing of chromatin, DNA library preparation, sequencing and the final bioinformatics analysis (1). To avoid scoring false positive signals the analysis of control libraries obtained from input chromatin and ‘mock’ ChIP reactions, in which the specific antibody is omitted, are currently recommended (2,3).

Nucleosome remodeling factors of the ISWI-type are able to slide nucleosomes on DNA to either expose DNA sequences or to close gaps in the nucleosome fiber (4,5). *Drosophila* RSF, ACF and CHRAC (and their orthologous complexes in yeast) are best known for their role in regenerating the integrity of the nucleosomal arrays (nucleosome ‘spacing’) after inevitable disruptions of the fiber during utilization of the genetic information (6–13).

These remodelers presumably interact rather transiently with chromatin and thus are difficult to trap using ChIP-based mapping (14). Indeed, it has been estimated that ∼90% of the large pool of ISWI molecules in human cells are not chromatin-bound in steady state (15,16). Nevertheless, chromatin interaction profiles of *Drosophila* ISWI have been described, although, perhaps due to the fact that different tissues were analyzed, they do not agree particularly well with each other (17,18). Recently, using a highly sensitive ChIP-exo method that eliminates background signals, the yeast Isw1 and Isw2 complexes were found associated with promoter-proximal nucleosomes (19). Furthermore, the mouse ISWI orthologue SNF2h has been found co-localized with the remodeling ATPases Brg1 and Chd4 at many loci, suggesting extensive cooperation of remodelers in generating access to regulatory sequences (20).

Encouraged by these findings we aimed at defining the binding sites of three ISWI containing ATP-dependent nucleosome remodeling factors CHRAC, ACF and RSF (4,9,21) in *Drosophila* embryos. To distinguish these factors from other ISWI-containing remodelers, we employed antibodies directed against their signature subunits, ACF1 and RSF-1. We obtained robust and high-quality ChIP-seq profiles by all accepted modENCODE standards. The excellent signal to noise ChIP-seq profiles suggested co-localization of the two remodeling factors at the active promoter regions. However, upon further scrutiny we had to realize that we encountered a hitherto unappreciated type of prominent false positive signal, which potentially affects the quality of many ChIP-seq profiles beyond our study. Our inventory of Phantom Peak loci may help to scrutinize ChIP-seq profiles for potential artifacts. Signals that coincide with Phantom Peak sites should be interpreted with caution and subjected to further validation.

## MATERIALS AND METHODS

### Chromatin immunoprecipitation and sequencing

We used 0–12 h old Oregon-R wild-type (WT) embryos for chromatin immunoprecipitation (ChIP) assays. The mutant alleles *acf1^7^* (manuscript in preparation) and *rsf-1^3602^* (9) were generated by imprecise P-element excisions. Unstaged embryos (1 g) were dechorinated in 120 ml, 1:5 diluted, sodium hypochloride (VWR, Cat.no. 301696S) for 3 min. The embryos were thoroughly washed and fixed in the fixing solution [10 ml, 0.1 M NaCl, 0.05 M HEPES pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 3.7% Formaldehyde (Sigma, Cat. No F1635) added to 30 ml n-Heptane (VWR, Cat. No. 8.22332.1000)] for 15 min at 16–18°C on a rotating wheel. Fixation was quenched by adding 125 mM glycine. The embryos were subsequently washed with phosphate buffered saline (including 0.01% Triton-X100) for 10 min and stored at −80°C until further use.

For nuclei isolation, embryos were slowly thawed and dounced using a glass homogenizer (Schubert, Cat.no. 9164693) with 20 strokes each of the A and B pestles in ice-cold NX-I buffer [15 mM HEPES pH 7.6, 10 mM KCl, 2 mM MgCl2, 0.5 mM EGTA, 0.1 mM EDTA, 350 mM sucrose, 1 mM DTT, 0.2 mM PMSF, Protease inhibitors Leupeptin, Pepstatin and Aprotinin (10 μg/ml)]. The lysate was filtered through Miracloth and nuclei were pelleted at 3500 rpm, 10 min, 4°C. The pellet was washed in NX-I buffer. Finally, the nuclei were resuspended in RIPA [1% Triton X-100, 0.1% Sodium deoxycholate, 140 mM NaCl, 10 mM Tris pH 8.0, 1 mM EDTA, 0.1% SDS, 1 mM PMSF] and washed three times. Nuclei were then counted and frozen at −80°C in aliquots of ∼10^9^ nuclei/ml.

For shearing and ChIP, thawed nuclei were adjusted to ∼2×10^8^/ml by dilution in RIPA and sheared with a Covaris S220 system (Covaris Inc. MA, USA) at 110 Watts, 20% duty factor and 200 cycles per burst for 25 min. Chromatin was pre-cleared using protein a A+G bead (1:1) mix for 1h at 4°C. Immunoprecipitations were set up overnight at 4°C with 200 μl chromatin and 4 μl of the respective antibody adjusted to 500 μl with RIPA. The antibody amounts had been titrated by following ChIP-qPCR enrichment along several candidate regions obtained from modENCODE ISWI profiles (Supplementary Figure S2A, data not shown). RIPA-equilibrated protein A+G (1:1) mix was then added to precipitate the immune-complexes for 3 h at 4°C. For the rat monoclonal antibody (3F1), the chromatin immunoprecipitation was performed using pre-sorbed protein G beads, with an excess of antibody, for 3 h at 4°C. Beads were washed subsequently five times for 10 min each in 1 ml RIPA buffer. Residual RNA was digested by RNase A (10 μg/100 μl, Sigma, Cat. No. R4875) at 37°C for 20 min. Subsequent protein digestion (25 μg/100 μl, Proteinase K, Genaxxon, Cat.no. M3036.0100) and reversal of cross-linking were performed together at 68°C for 2 h. DNA was purified using GenElute™ PCR Clean-Up Kit (Sigma, Cat.no NA1020).

ChIP DNA was quantified using the Qubit® dsDNA HS Assay Kit (Life Technologies, Cat.no.Q32851) and sequencing libraries were prepared using the MicroPlex Library Preparation kit (Diagenode, Cat. No. C05010011) starting from 2 ng DNA, whenever possible. PCR amplification was monitored by quantifying amplified libraries (maximum 19 cycles). The libraries were sequenced on a HighSeq 1500 (Illumina) instrument to yield roughly 15–25 Mio reads of 50 bp, single end sequences per sample. Raw, de-multiplexed sequence data files are available at GEO (GSE67323).

### Antibodies and immunological procedures

The rabbit polyclonal antibodies Rb1 and Rb2 were raised against ACF1 amino acids (aa) 1065–1463, while the rat monoclonal antibody 3F1 was raised against full length ACF1 but recognizes an epitope in the N-terminal half (data not shown). The rabbit polyclonal antibody was raised against RSF-1 aa 2049–2390. For Western blotting, an overnight collection of 100–300 mg *Drosophila* embryos of *acf1^7^, rsf-1^3602^* and WT genotypes were used for nuclei preparation as described earlier in the method section. Nuclear extract was prepared using nuclear complex co-IP kit (Active Motif, Cat.no. 54001) according to manufacturer's guidelines. Immunofluorescence microscopy analyses were carried as described (22) using a Leica TCS SP5 II (Leica Microsystems Inc.) and a 20X objective.

### Analysis of sequencing data

Raw reads were mapped to *Drosophila melanogaster* genome assembly Dmel3 v5.75 using Bowtie v1.1.1 with unique mapping criteria of ‘m-1’. The quality of the raw reads was assessed using FASTQC v0.10.1. Background-subtracted tag densities were obtained using the SPP package (23).

Peak, motif identification and peak annotation were performed using the HOMER suite, v4.7 under default parameter settings (24). Sequencing tracks were visualized by IGB (25) and IGV (26) genome viewers. All subsequent analyses of data comparison with modENCODE data sets, DamID-chip data sets (27,28) or other publically available profiles were done using custom written R scripts and Bioconductor packages (ChIPPeaksAnno, DESeq2 and Venneuler) (29,30). Coverage objects for the ChIP and input samples were generated by size-normalizing the libraries to 1 Mio reads. For DamID data sets, the coordinates of the tags from GPL8471 platform were remapped on Dmel3 v5.75 using GMAP (31). Potential factor binding sites in the DamID data sets were derived by identifying top 1% scoring tags on the chip. The tags were then subsequently extended to 1 kb and overlapping intervals were merged.

## RESULTS

### ChIP-seq mapping of ACF1 and RSF-1 suggests chromosomal co-localisation

For ChIP we made use of two different rabbit polyclonal antibodies (Rb1, Rb2) raised against the C-terminal region of ACF1, a rat monoclonal antibody (3F1) that detects the N-terminus of ACF1 and a rabbit polyclonal antibody raised against a central fragment of RSF-1. The specificities of the antibodies were assessed by Western blotting and immunofluorescence microscopy (IFM) of mutant embryos. *acf1^7^* and *rsf-1^3602^* mutants had previously been generated by P-element integration into the 5′ ends of the coding sequences, followed by imprecise excision leading to deletions (9). The *acf1^7^* mutation deletes the genomic region of the ACF1 gene encoding aa 41 – 951 (manuscript in preparation). The deletions are documented by the absence of sequencing reads for the corresponding genomic region in input chromatin of the *acf1^7^* mutant sample and absence of traces obtained from RNA polymerase II ChIP-seq enrichments over the gene body in the *rsf-1^3602^* background (Supplementary Figure S1A, B). The absence of ACF1 or RSF-1 expression in mutant embryos was confirmed on Western blots and by IFM (Supplementary Figure S1C, D). The ACF1 monoclonal antibody 3F1 and the polyclonal Rb1 are highly specific, whereas the Rb2 shows minor cross-reactivity with some extract proteins (Supplementary Figure S1C). The RSF-1 antibody, which allows detection of the antigen in *Drosophila* embryos by IFM, does not yield signal in RSF-1-deficient embryos, demonstrating its specificity (Supplementary Figure S1D).

Formaldehyde-fixed chromatin from embryos collected during a 12 h time window (0–12 h after egg laying) was sheared with adaptive focused acoustics (Covaris) to 200 base pair (bp) mean fragments and subjected to ChIP-seq analysis (for details, see Materials and Methods). 

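The processed data are peak lists, 1 for each of 26 libraries, of which 16 came from ChIP and 10 from input chromatin. From WT embryos there were 3 ACF1 libraries made with the 3F1 antibody, 1 with Rb1 and 3 with Rb2, as well as 2 RSF-1 libraries, 3 libraries made with pre-immune serum and 7 input libraries. All embryos were 0 to 12 h old and were fixed with 3.7% FA, and the chromatin was prepared in 10 batches. Supplementary Table S2 pairs each ChIP library with the input of its own batch. For the pre-immune Rb2 libraries this table and the sample labels differ, since replicate 1 belongs to batch 6 in the table and to batch 7 in the labels, and replicate 2 the other way round. The authors mapped the reads with Bowtie, keeping unique hits, to Release 5 of the Drosophila genome and called peaks in every library with HOMER under default settings. Each list gives the chromosome, start and end of its peaks, without a score or a number of reads. Together the lists hold 50336 peaks, and all but 26 of them are 200 bp wide. The paper gives the sequencing depth as a range for all samples, and the reads behind each list are not in these files, so that a missing peak means that no peak was called and not that no signal was present.
The 3F1 lists held 2130 to 3928 peaks (median 2574), the Rb1 list 1001 and the Rb2 lists 2556 to 4009 (median 3755). RSF-1 ChIP gave 5636 and 3545 peaks in WT chromatin. With pre-immune serum, 621 and 1 peaks were called for Rb2 and 379 for Rb1, and the WT inputs held 250 to 2359 peaks (median 265). Peaks were treated as shared when they had at least 50 bp in common, the overlap that the paper requires in its comparison with modENCODE peaks. Peaks of the libraries of a group were merged, and a merged region was kept as a group region when at least 2 libraries of the group had it, or 1 where the group has a single library.

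**Figure D1:**
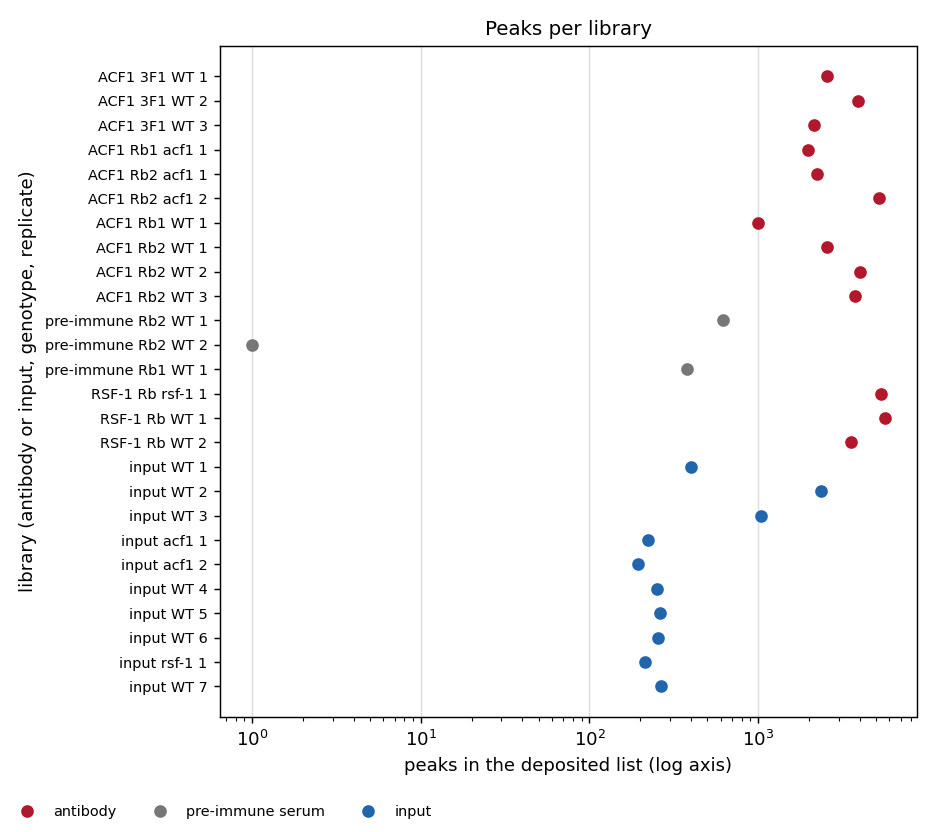
Number of peaks in the list of each library on a log axis, with 1 point per library for antibodies, pre-immune sera and inputs. The 13 antibody libraries hold 1001 to 5636 peaks, the pre-immune libraries 1 to 621 and the inputs 193 to 2359.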

When tested on candidate genomic loci obtained from modENCODE ISWI profiles (modE3030, 3031, 3032 and 5062) all antibodies show enrichment of the corresponding amplicons by quantitative PCR (Supplementary Figure S2A, Supplementary Table S1). The antibodies were titrated in the dilution range of 1:62.5–1:1000 and a 1:125 dilution (4 μl of rabbit antiserum) was selected for the immunoprecipitation. This antibody concentration is comparable to our previous ChIP studies where we monitored JIL-1 (5 μl antiserum), MSL1 (5 μl), MSL2 (1 μl), MSL3 (4 μl), MLE (4 μl) and MOF (2.5 μl) and obtained meaningful profiles of excellent quality. The RSF-1 antibody works under similar concentration range in both ChIP and IFM (1:150 dilution) (Supplementary Figure S1D).

The smoothened, background-subtracted sequence tag density profiles are all highly similar and reveal series of prominent peaks, albeit with variable intensities between different antibodies (Figure 1A, Supplementary Figure S3). 

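For the 9 antibody libraries of WT chromatin, the similarity of the profiles was measured on the peak lists as the percentage of the peaks of the shorter list that were shared with the longer list. Across all 36 pairs of these libraries the median was 73.3%, with a range from 37.0% (3F1 replicate 2 with Rb2 replicate 3) to 89.3% (both RSF-1 libraries). Replicates of 3F1 shared 73.9 to 85.1% of their peaks, and replicates of Rb2 shared 57.5 to 87.1%. Between an ACF1 and an RSF-1 library the overlap was 56.6 to 87.1% (median 74.2%, 14 pairs). When merged, the lists of the 9 libraries gave 9048 regions, of which 467 were called in every library.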

For ACF1, the monoclonal antibody shows the best signal-to-noise ratio, but this is dwarfed by the very intense RSF-1 signals. Peaks derived using the polyclonal ACF1 antibodies coincided well with the larger list obtained with the monoclonal antibody 3F1 (Supplementary Figure S2B). 

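As group regions of WT chromatin, 2348 were obtained with 3F1, 2906 with Rb2 and 1001 with Rb1, which has a single library. Of the Rb1 regions, 76.8% overlapped a 3F1 region (769 of 1001, exact 95% confidence interval 74.1 to 79.4%). Of the Rb2 regions, 53.5% did so (1554 of 2906, 51.6 to 55.3%). When the regions were shifted around the chromosomes at random, 1000 times, the mean overlap was 0.549% for Rb1 and 0.635% for Rb2. Shifted regions do not keep the preference for promoters that the paper reports, so that such shifts set a low bar. All 3 antibodies had 719 regions in common, 739 were found with 3F1 alone, 1247 with Rb2 alone and 126 with Rb1 alone. Rb1 and 3F1 shared another 53 regions that Rb2 lacked, Rb2 and 3F1 shared 837, and Rb1 and Rb2 shared 102. The requirement on the number of libraries moved the Rb1 overlap most, from 65.9% when every library had to hold a region to 89.5% when any library was enough. Without 3F1 replicate 1, the overlap of the Rb2 regions was 42.7%, and without Rb2 replicate 3 it was 61.0%.
The number of peaks per library did not differ between 3F1 (3 libraries) and the polyclonal antibodies (4 libraries) by more than the spread between libraries (difference in mean log2 0.16, two-sided exact permutation test, p = 0.83, where the smallest p that 35 splits allow is 0.0286). This difference changed sign without 3F1 replicate 2 (-0.09) and without Rb1 replicate 1 (-0.28). The 3F1 libraries came from batches 1 to 3 and the others from batches 6 to 8, so that antibody and chromatin batch cannot be separated. The paper also describes another precipitation for 3F1, with protein G beads and an excess of antibody, which cannot be separated from the antibody either.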

The good coincidence of ACF1 and RSF-1 profiles with well-defined peaks suggested co-localization predominantly at the nucleosome-free regions in gene promoters.

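In WT chromatin, 62.7% of the 4166 ACF1 group regions overlapped an RSF-1 group region (2611 regions, exact 95% confidence interval 61.2 to 64.1%). In the other direction, 82.4% of the 3164 RSF-1 group regions overlapped an ACF1 group region (2606 regions, 81.0 to 83.7%). Random shifts along the chromosomes, which do not keep a preference for promoters, gave means of 0.901% and 1.17%, with maxima of 1.56% and 1.99%. Of the peaks of single libraries, 49.6% (Rb2 replicate 3) to 79.8% (Rb2 replicate 1) lay in RSF-1 group regions. The 3F1 libraries had 50.7 to 59.8% of their peaks there and the Rb1 library 71.8%. The position of the regions relative to promoters was not analysed here, because the gene table at hand belongs to Release 6 of the genome and the peak lists to Release 5.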

**Figure 1.**
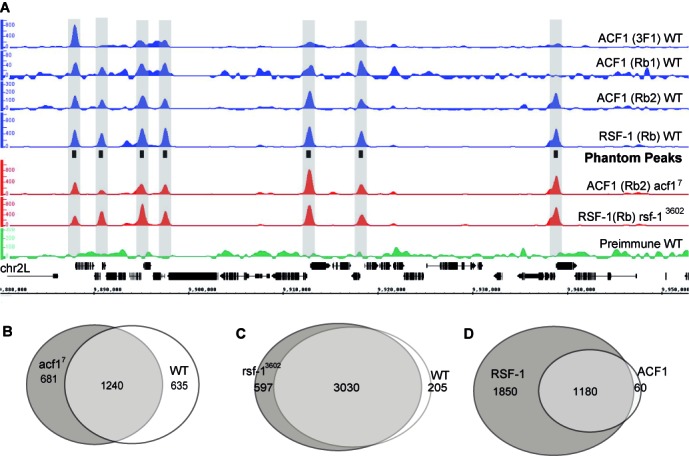
ChIP-Seq profiles obtained for ACF1 and RSF-1 in wild-type and mutant embryos show strong overlap. (**A**) Smoothed and background-subtracted tag density profiles are displayed over a representative region of chromosome 2L. The profiles were obtained with antibodies directed against ACF1 or RSF-1 by ChIP from chromatin of wild-type (WT) and mutant embryos as indicated to the right. The positions of Phantom Peaks are indicated by black boxes in the center track and gray-shaded rectangles across all profiles. (**B**, **C**) Venn diagrams illustrating the overlap between the peak regions of (B) ACF1 in WT and *acf1^7^* mutant embryos and (C) RSF-1 in WT and *rsf-1^3602^* mutant embryos. The peaks overlapping in (B) or (C) were termed ‘ACF1 common’ or ‘RSF-1 common’, respectively. (**D**) Venn diagram illustrating the overlap between ‘ACF1 common’ and ‘RSF-1 common’ peaks. The union of those peaks yields a set of 3090 loci, which we term ‘Phantom Peaks’.

### Phantom Peaks

The selective interaction of both remodelers mainly with promoters was unexpected given the presumed role of CHRAC/ACF and RSF as general chromatin organizers. 

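Chromatin of acf1 embryos was used for 3 ACF1 libraries, 1 with Rb1 and 2 with Rb2, and chromatin of rsf-1 embryos for 1 RSF-1 library. The acf1 libraries came from batches 4 and 5, with 1 input library each, and the rsf-1 library from batch 9, with 1 input library. Collection (0 to 12 h), fixation and processing were the same as for WT chromatin, and no WT library shares a batch with a mutant library. Genotype and chromatin batch can therefore not be separated. The lists of the acf1 libraries held 1984 peaks (Rb1), 2226 (Rb2 replicate 1) and 5184 (Rb2 replicate 2), and that of the rsf-1 library 5346 peaks. Their inputs held 221, 193 and 213 peaks, respectively. For ACF1, the 3 acf1 libraries were compared with the 4 WT libraries made with Rb1 or Rb2, because 3F1 has no acf1 library among the files.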

To gain further confidence in the ChIP-seq profiles we repeated the analysis with *acf1^7^* and *rsf-1^3602^* mutant embryos that do not express the respective factors. Surprisingly, we obtained nearly identical genomic ChIP-seq enrichments (Figure 1A, Supplementary Figure S3). 

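The number of ACF1 peaks per library did not differ between WT and acf1 chromatin by more than the spread between libraries (difference in mean log2, WT minus acf1, of -0.19, two-sided exact permutation test, p = 0.743, with 0.0286 as the smallest p that 35 splits allow). The direction of this difference changed without Rb2 acf1 replicate 2 (0.25) and without Rb1 WT replicate 1 (0.25). Among the libraries made with Rb1 or Rb2, pairs of like genotype shared 32.3 to 87.1% of the shorter list (median 62.8%, 9 pairs) and pairs of unlike genotype 25.7 to 86.4% (median 54.9%, 12 pairs). The mean overlap across genotypes minus that within genotypes was -6.42 percentage points (exact permutation of the genotype labels, two-sided, p = 0.286, 35 splits). Measured by the merged regions of both libraries as a percentage of those of either, it was -0.997 (exact permutation, p = 0.886). These permutations treat libraries of the same chromatin batch as independent, and 7 of the 35 splits keep every batch whole. The smallest p stated for 35 splits is therefore lower than the batches allow. The difference also depended on single libraries. Without Rb2 acf1 replicate 2 it was -20.5 points (exact permutation, p = 0.0667, the smallest that 15 splits allow). Without Rb2 WT replicate 3 it was -9.14 (exact permutation, p = 0.1, the smallest that 20 splits into equal groups allow). It became positive without Rb1 WT replicate 1 (0.726) or Rb2 WT replicate 1 (1.99). Both RSF-1 WT libraries shared 88.2 and 90.9% with the rsf-1 library, compared with 89.3% between themselves.
Of the peaks of single acf1 libraries, 37.7% (Rb1), 63.7% (Rb2 replicate 1) and 62.5% (Rb2 replicate 2) lay in ACF1 group regions of WT chromatin, with means of 1.06 to 1.11% and a maximum of 11.5% for shifted peaks. Conversely, these libraries called 17.9, 34.0 and 77.8% of the WT group regions. In the rsf-1 library 57.1% of the peaks lay in RSF-1 group regions of WT chromatin (0.804% on average for shifted peaks), and 96.6% of those regions were called there. These shares of peaks depend on the rule for group regions. When a peak in at least 1 WT library was enough, they were 56.7, 78.8 and 78.4% for the acf1 libraries, in the same order. For the rsf-1 library the share was then 92.1%. Regions called in every one of the 4 WT libraries and in no acf1 library numbered 4, and 5 were called in every acf1 library and in no WT library. Without Rb2 acf1 replicate 2 the former number was 89, without Rb2 WT replicate 3 it was 38 and without Rb1 WT replicate 1 it was 20.
In the interval drawn in Fig. 1A, 6 regions on chromosome 2L (Release 5) were shared between WT and mutant lists by the rules used here. The region from 9897449 to 9897689 was called in 11 of the 13 antibody libraries, all 7 ACF1 WT libraries and 1 acf1 library among them, and also in 2 inputs. At 9918091 to 9918330 a peak was called in 10 antibody libraries, at 9887888 to 9888094 in 9, at 9938707 to 9938924 in 7, at 9894968 to 9895187 in 6 and at 9890702 to 9890929 in 4. All 3 RSF-1 libraries had each of the 6 regions. Rb2 replicate 2 was the only acf1 library with a peak in any of them, and it had 5. From the likeness of the profiles obtained with and without the antigen, the paper reasons that the enrichment does not come from specific immunoprecipitation.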

In the absence of antigen the peak profiles cannot be due to specific chromatin immunoprecipitation and hence must be considered ‘false positive’.

We tried to rule out trivial explanations for this result. These peaks are not prominent in input chromatin, ruling out a bias generated by selective solubilisation of accessible sites. 

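Within each of the 10 batches of chromatin, the antibody libraries held more peaks than the input library, by 3.23 ± 1.41 on the log2 scale (SD, n = 10 batches, range 0.74 to 4.74). This is the smallest p that the exact sign-flip permutation test can give with 10 pairs (two-sided, p = 0.00195). The smallest differences were those of batches 2 and 3, whose inputs held 2359 and 1045 peaks. To test the positions and not only the numbers, RSF-1 common regions, which are those found with the RSF-1 antibody in both WT and rsf-1 chromatin, were compared with the peaks of the ACF1 libraries and their inputs. On average, 38.1 ± 13.7 percentage points more of the peaks lay in these regions for the ACF1 antibodies than for the input (SD, n = 8 batches, range 15.0 to 53.0, higher in 8 of 8 batches, two-sided exact sign-flip permutation test, p = 0.0078, the smallest possible). Single ACF1 libraries had 27.6 to 78.5% of their peaks in RSF-1 common regions and their inputs 2.84 to 27.5%. Without batch pairs, the difference was 38.4 percentage points.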

The different parts of ACF1 and RSF-1 that were used for immunization do not show amino acid sequence similarity. Therefore, it is unlikely that each individual serum enriched shared cross-reactive promoter factor or show cross-reactivity toward the other analyzed remodeling factor. Moreover, ‘bead-only’ ChIP reactions, in which the primary antibody was omitted or using pre-immune serum, did not enrich these regions (Figure 1A, Supplementary Figure S3, data not shown). 

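The 13 antibody libraries held more peaks than the 3 pre-immune libraries (difference in mean log2 5.29, two-sided exact permutation test, p = 0.0018, the smallest that 560 splits allow). The pre-immune Rb2 library of replicate 2 held 1 peak, and the difference was 2.65 without it. For the ACF1 antibodies, 51.8 percentage points more of the peaks lay in RSF-1 common regions than for the pre-immune sera (two-sided exact permutation test, p = 0.0035, the smallest possible). In the pre-immune libraries these shares were 5.96%, 0% and 6.33%. Only batches 6 and 7 hold both kinds of library. Within them the difference in mean log2 was 4.47 with the batches of Supplementary Table S2 (exact permutation within batch, p = 0.25) and 6.54 with those of the sample labels (p = 0.0833, the smallest of this design). The share of peaks in RSF-1 common regions differed by 65.2 and 66.7 percentage points, respectively (exact permutation within batch, p = 0.111 for both, the smallest of this design). The 'bead-only' reactions were not analysed here.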

Curiously, these peaks, which we will refer to as ‘Phantom Peaks’, only appear during ChIP involving real antibodies.

It was previously suggested that unannotated high copy number regions in the genome may lead to erroneous and false positive peak calling (32). Phantom Peaks are not due to this numerical artifact. First, visual inspection of browser screen shots reveals their location at promoters. 

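For comparison with the inputs, Phantom Peak regions were rebuilt from the peak lists as the union of regions found in WT and mutant chromatin with either factor's antibodies. This gave 3283 regions with a median width of 246 bp, of which 3115 lie on the chromosome arms and 168 on heterochromatic or unplaced sequences. Single input libraries had a peak in 2.50 to 3.56% of the rebuilt regions (median 2.85%, n = 10). By contrast, 21.6 to 90.9% were called in single ACF1 antibody libraries and 94.9 to 96.0% in RSF-1 libraries, although these libraries had also defined the regions. Pre-immune libraries called 2.62%, 0% and 1.28% of them. At least 1 input library called 163 regions (4.96%), namely 48 on the arms (1.54%) and 115 off the arms (68.5%). When only the arms were used, the median for the inputs was 0.321%. At least 1 pre-immune library called 97 regions (2.95%), with 25 on the arms (0.803%).
Merging the peaks of the input libraries gave 2911 regions, and 62 of these were present in all 10 inputs, with 4 on the arms. The first 5 of them in order of position lie at 367923 to 368168 on 2LHet and at 1129665 to 1130461, 2269849 to 2270095, 2574088 to 2574759 and 2829968 to 2830181 on 2RHet. Antibody libraries called a peak there as well, namely 13, 12, 12, 10 and 13 of the 13 libraries.

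**Figure D2:**
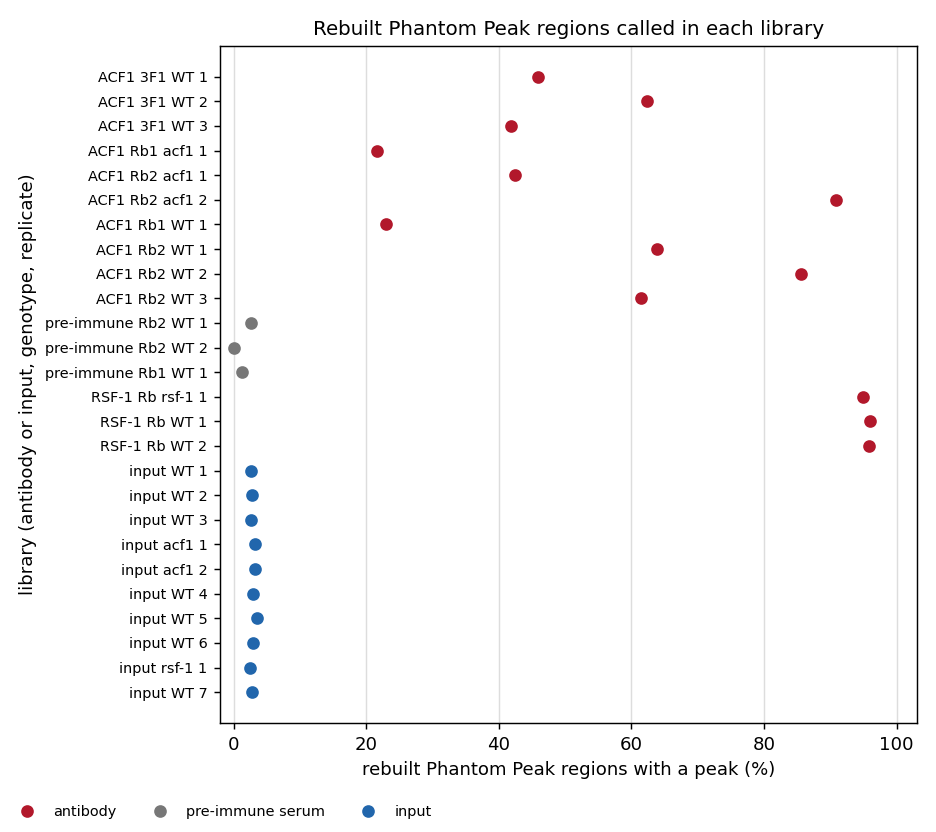
Percentage of the 3283 rebuilt Phantom Peak regions with a peak in each library, with 1 point per library. Inputs and pre-immune libraries lie between 0 and 3.56%, ACF1 antibody libraries between 21.6 and 90.9% and RSF-1 libraries between 94.9 and 96.0%.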

Second, Phantom Peaks are not enriched in the input samples (Supplementary Figure S4). We further compared Phantom Peak regions to the 30599 regions obtained as the top 1% scoring regions in the input samples (high read density regions, HDRs). These HDRs correspond to ∼3% of the genome. Our analysis shows that only 5% of the Phantom Peaks overlap with the top 1% input signal (*P*-value <0.05) (33) indicating that the peak regions are either enriched during immunoprecipitation stage or selectively amplified during library preparation.

We derived conservative sets of peaks for ACF1 and RSF-1 by employing the HOMER software (24). The profiles (Supplementary Table S2) generated using different antibodies were considered as replicates and a common peak list was obtained for each remodeling factor in wild-type (WT) and mutant background. 

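The text does not name the rule by which the common list of each factor and genotype was made, and the rule used here keeps regions called in at least 2 libraries of a group. It gave 4166 regions for ACF1 in WT chromatin (7 libraries), 1768 for ACF1 in acf1 chromatin (3 libraries), 3164 for RSF-1 in WT chromatin (2 libraries) and 5346 for RSF-1 in rsf-1 chromatin, where a single library is at hand. In all, the 13 antibody libraries gave 10863 merged regions. Of these, 261 were called in all 13 libraries, and 222 of the 261 had no peak in any input. The first regions of this kind on chromosome 2L lie at 490128 to 490417, 1006555 to 1006818, 1077745 to 1078012, 1715771 to 1716066 and 2037541 to 2037781. A further 3772 regions (34.7%) were called in 1 antibody library only.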

The HOMER software has the advantage that it is geared to identify peaks of fixed width, an approach that conveys increased sensitivity during the peak calling procedure.

Among the genomic sites enriched with ACF1 antibodies, 1240 regions are shared between WT and *acf1^7^* chromatin profiles (Figure 1B). 

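From the group regions of WT and acf1 chromatin, 1433 merged regions were in common. Shifting one of the lists at random along the chromosomes left 21.4 common regions on average and 38 at most in 1000 shifts. Of the acf1 group regions, 81.1% overlapped a WT group region, whereas 34.4% of the WT group regions overlapped an acf1 group region. The number depended most on how many libraries had to hold a region, with 4724 when any library was enough and 267 when every library of the group was required. It also depended on single acf1 libraries, with 596 common regions without Rb2 replicate 1 and 611 without Rb2 replicate 2. Leaving out any one of the 7 WT libraries gave at least 1275.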

The uniquely identified ACF1 enrichment regions in WT show persistent ChIP-seq signals enrichment in the *acf1^7^* background, irrespective of whether they are called as peaks or not in the latter (and vice versa, data not shown). Likewise, the avid RSF-1 antibody retrieves 3030 common regions from chromatin of WT and *rsf-1^3602^* embryos (Figure 1C). 

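Regions found in WT group regions but not in those of acf1 chromatin numbered 2731, and 334 were found in acf1 chromatin alone. Of the 2731 regions, 1991 (72.9%) nevertheless had a peak in at least 1 acf1 library, compared with 1.85% for shifted regions. This rests on Rb2 replicate 2, which called 69.1% of them, while the Rb1 library called 2.20% and Rb2 replicate 1 called 2.49%. Without Rb2 replicate 2 the value was 4.58%, which is low in part by construction, because regions called in 2 acf1 libraries belong to the acf1 group regions. The RSF-1 antibody in rsf-1 chromatin called 1888 (69.1%), and 563 regions were called neither there nor in an acf1 library. Of the 334 regions of acf1 chromatin, 205 (61.4%) had a peak in at least 1 WT library. This rests on Rb2 WT replicate 3, which called 53.3%, while the other WT libraries called 0.299 to 5.09%, and without it the value was 8.98%, again low in part because regions called in 2 WT libraries belong to the WT group regions. The same library called 7 of the 8 regions that were found in both acf1 inputs and in no other input. The rsf-1 library called 35 (10.5%) of the 334 regions. The peak lists cannot show enrichment below the threshold of the peak calling.
At the regions that come closest to a loss in the mutant, Rb1 and Rb2 called a peak in all 4 WT libraries and in no acf1 library. They lie at 148814 to 149145 on 2R, 1516901 to 1517179 on 3RHet, and 141226 to 141677 and 9361983 to 9362188 on the unplaced sequence U. Those on 2R and U were also called in 3, 5 and 5 of the 10 inputs, respectively, and that on 3RHet in none. The RSF-1 antibody called each of these regions as well, in 1, 2, 2 and 1 of its 3 libraries in the order given. The region on 2R was also called in 2 pre-immune libraries, and that on 3RHet was called in no 3F1 library.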

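With the rules used here, 3055 regions were common to RSF-1 ChIP from WT and rsf-1 chromatin, compared with 43.1 on average and 91 at most for shifted lists. They make up 96.6% of the WT group regions, and 109 WT regions had no rsf-1 counterpart. A further 2291 regions were called in the rsf-1 library but not in both WT libraries. When a region in either WT library was enough, the common regions increased to 4923. Without RSF-1 WT replicate 2, which has the shorter WT list, their number was 4857, and without replicate 1 it was 3125.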

The vast majority of the ACF1 false positive peaks are also recovered by ChIP with the RSF-1 antibody (Figure 1D). 

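Of the 1433 ACF1 common regions, 84.1% (1205) overlapped an RSF-1 common region (exact 95% confidence interval 82.1 to 85.9%). Shifting the regions along the chromosomes gave a mean of 0.965% and a maximum of 1.81%, without regard to a preference for promoters that both lists may share. Another 228 regions were common for ACF1 alone, 72 of them (31.6%) off the chromosome arms, and 1850 for RSF-1 alone. The share was 75.2% when any library was enough for a group region and 95.5% when every library was required. With each antibody library left out in turn, it ranged from 78.1% (without Rb2 acf1 replicate 2) to 89.9% (without Rb1 acf1 replicate 1). Of the 3F1 group regions, which come from WT chromatin because 3F1 has no acf1 library among those at hand, 61.3% lay in RSF-1 common regions. The paper also used 3F1 on acf1 embryos fixed with 1.8% FA, which were not analysed here.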

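The union of the common regions rebuilt from the peak lists is spread over all chromosomes, with 725 regions on 3R, 646 on X, 594 on 2R, 567 on 3L, 518 on 2L and 65 on chromosome 4. Another 93 regions lie on the unplaced sequence U and 29, 21, 19, 4 and 2 on 2RHet, 3RHet, 3LHet, XHet and 2LHet. The size of the union was 3243 regions when the ACF1 WT libraries were limited to Rb1 and Rb2, and 6093 when any library was enough for a group region. Without RSF-1 WT replicate 2 it was 5041. Supplementary Table S3 was held here only in part, as the first 1999 entries, which reach into chromosome 3R and leave out X and 4. Its entries are 288 to 803 bp wide (median 452 bp). The entries held number 524 on 2L, 602 on 2R, 567 on 3L and 306 on 3R, and none lies on heterochromatic or unplaced sequences. Whether the entries not held include such sequences is unknown. Because the table was held in part, no overlap with it was calculated, also not for 2L, 2R and 3L alone.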

The lists of false positive peaks from either sample were combined to generate a list of 3090 unique peaks that we refer to as ‘Phantom Peaks’ (Supplementary Table S3). The comparison of the replicate ChIP-seq profiles along 3090 Phantom Peaks using Spearmann-ranked correlation suggests a good correlation within the replicate profiles and a clear separation from input samples (Supplementary Figure S2C).

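The peak lists carry no read densities, so that replicate libraries were compared by the peaks they share, as a percentage of the shorter list. The median was 66.4% for the 78 pairs of antibody libraries (range 23.9 to 90.9%) and 55.4% for the 45 pairs of inputs (42.1 to 80.1%). Between an antibody and an input library it was 38.3% (1.95 to 66.4%, 130 pairs), and between an antibody and a pre-immune library 11.0% (0 to 25.3%, 39 pairs). The ranges of these pairs overlap, and the shorter list is an input in most pairs with an input, so that its peaks decide the value. The lowest overlap between antibody libraries involved Rb1 acf1 replicate 1.

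**Figure D3:**
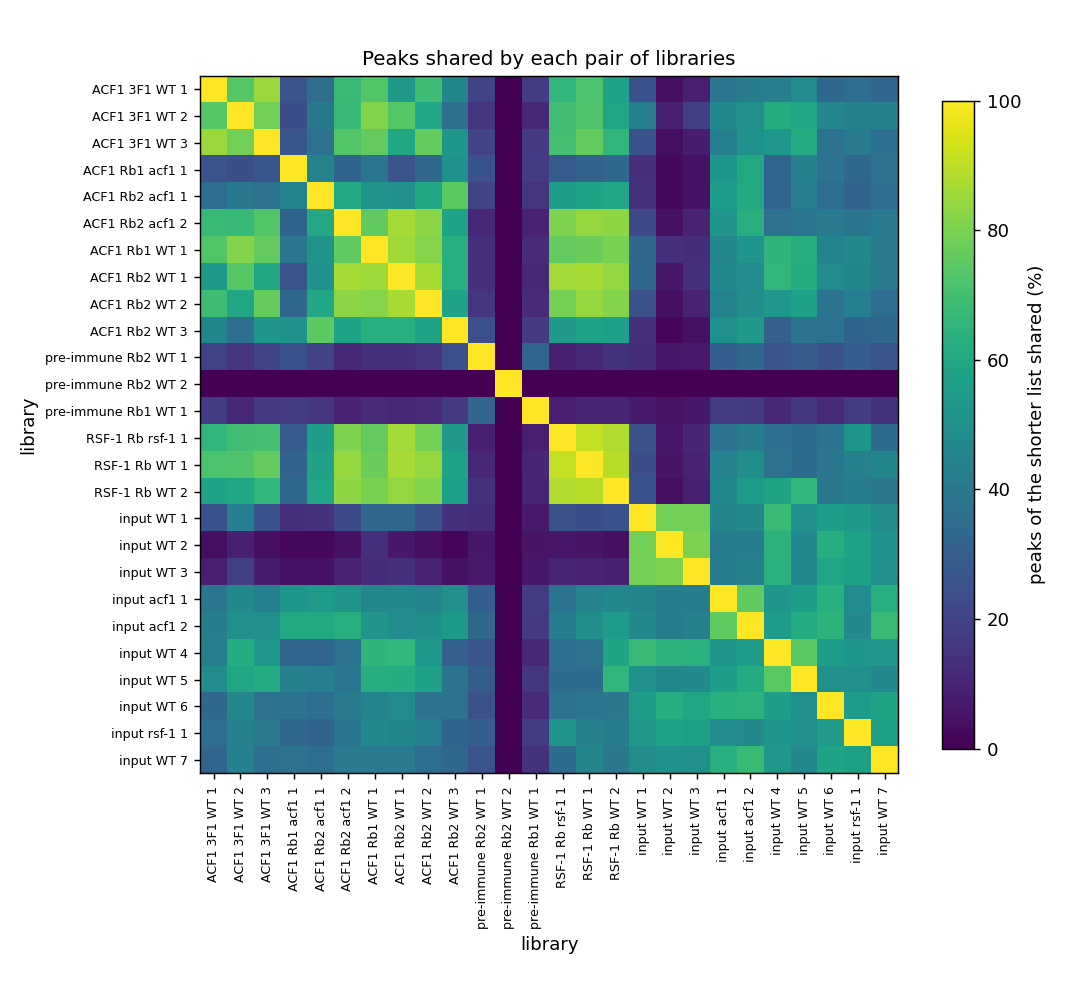
Peaks shared by each pair of the 26 libraries, as a percentage of the shorter list, with the colour scale from 0 to 100%. Pairs of RSF-1 libraries reach 88.2 to 90.9%, and the pre-immune Rb2 library of replicate 2, with its 1 peak, shares none.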

Conceivably, over-fixation of tissue using higher concentrations of formaldehyde (FA) might be a source of artifacts. Our ChIP-seq profiles were derived from 3.7% FA fixed tissues. We previously optimized and used this setting to obtain genome-wide localization of MSL1 (34), which is distinct from Phantom Peaks. However, in order to exclude any potential biases, we repeated the ChIP-seq profile for ACF1 in S2 cells fixed with 1% FA. Two profiles were generated using 3F1 and Rb2 antibodies which are in good agreement with each other. Cross-correlation analysis suggests that these profiles are of high quality, with consensus1652 peaks identified as sites of enrichment. About 77% of these sites overlap with Phantom Peaks. For the additional Phantom Peaks enriched signals can be detected in S2 chromatin profiles by visual inspection or cumulative signal density plotting (Supplementary Figure S5). We also profiled embryos fixed with 1.8% FA, a fixation condition resembling modENCODE protocols for *Drosophila* tissues. The profiles were in good agreement with the embryo ACF1 ChIP-seq profiles obtained from 3.7% FA fixed samples where all the identified peaks overlap with the Phantom Peaks (Supplementary Figure S6). To summarize, Phantom Peaks are not a result of a particular FA fixation protocol.

### Phantom Peaks map predominantly to active promoters

The annotation of Phantom Peak localization revealed that about 90% of the peaks fall in a region of 1000 bp around transcription start sites (TSS), identifying promoters as major contributors (Figure 2A). Further 3% of Phantom Peaks localize to transcription termination sites (TTS) and introns. *De novo* DNA sequence motif analysis using HOMER reveals promoter motifs that are enriched in up to 40% of the peaks (Figure 2B). For several highly enriched motifs, the corresponding interacting proteins in *Drosophila* are not known, however these motifs share strong similarities to known recognition motifs for mammalian or yeast proteins. Consensus binding sites for a number of transcription factors and insulator proteins, such as BEAF-32 and CTCF, are also present (Figure 2B, Supplementary Table S4). Most of the genes carrying Phantom Peaks in the promoter regions tend to be involved in either house-keeping processes such as cytoskeletal/ spindle organization, vesicle transport, transcription and RNA metabolism, or are genes expressed during embryonic morphogenesis (data not shown). In line with this annotation, 70% of the peaks map to open chromatin regions derived from S2 cells [state 1 in the modENCODE nomenclature (35)] that are characterized by prevalence of active histone modifications such as H3K4me3 and H3K9ac (Figure 2C). We further annotated the Phantom Peak locations with respect to histone modifications during fly development by employing a binary scoring scheme for overlapping intervals with the modENCODE histone ChIP-seq peaks. Phantom Peaks tend to reside in active chromatin across different developmental stages (Supplementary Figure S7). Accordingly, promoters that give rise to Phantom Peaks tend to be highly active (Figure 2D) and show strong activity across different stages of embryonic development when compared to the relevant modENCODE transcriptome profiles (32, data not shown). Curiously, 16% of Phantom Peaks maps to the repressed chromatin in S2 cells, which carries H3K27me3 marks (Figure 2A) (35).

**Figure 2.**
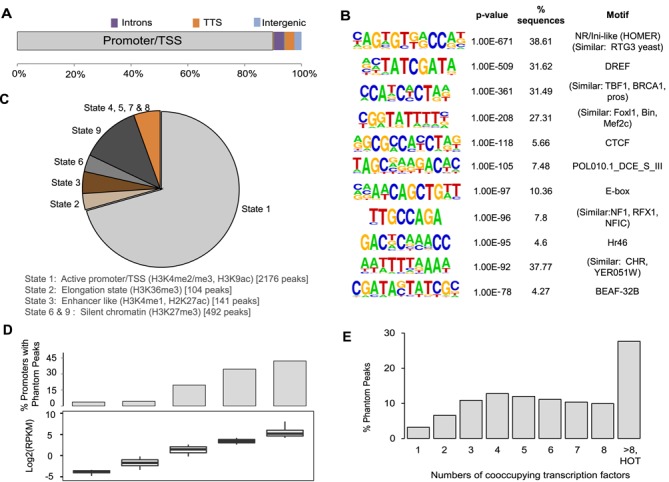
Characterization of the Phantom Peaks. (**A**) Distribution of the 3090 Phantom Peaks between promoters, introns, transcription termination sites (TTS) and intergenic regions. Localization to coding regions or UTRs was negligible. (**B**) Prevalent sequence motifs within Phantom Peak regions. For each motif the sequence logo, its *P*-value of enrichment, the fraction of regions with a motif and the best matching motif in the JASPAR database are indicated. (**C**) Annotation of Phantom Peak localization according to the ‘Nine States’ of chromatin (35). (**D**) The prevalence of Phantom Peaks correlates with promoter strength. Promoters were binned into five equally-sized groups based on the 10–12 h old WT embryo expression data (36). For each group the gene expression levels and the fraction of promoters containing a Phantom Peak are displayed. (**E**) Phantom Peaks tend to map to clusters of transcription factor binding sites. Sites containing the indicated number of transcription factor binding events were derived from modENCODE (37). Sites with more than 8 transcription factor binding events are termed ‘HOT regions’. The graph shows the fractions of Phantom Peaks that harbor the given number of transcription factor binding sites.

In agreement with their mapping to active promoters, most of the Phantom Peaks co-localize with sites of transcription factors clustering (37). Moreover, Phantom Peaks show considerable overlap with ‘High Occupancy Target’ (HOT) regions (37). These regions have been extracted from the ChIP profiles of 41 sequence-specific *Drosophila* transcription factors (a modENCODE and BDTNP initiative). The analyses identified 1962 HOT genomic regions that are bound by more than 8 and up to 24 different transcription factors. These sites of clustered ChIP signals collectively constitute roughly 3% of the genome. Not all HOT sites have known functions in transcription control and it has been speculated that some may constitute storage hubs for transcription factors. We observed that about one third of the Phantom Peaks overlap with annotated HOT regions (Figure 2E).

### Phantom Peaks are present in ChIP-seq profiles in the modENCODE database

The chromatin for our ChIP assays was obtained by shearing with adaptive focused acoustics technology (Covaris) to fragments of mean sizes of roughly 200 bp. This method is increasingly used for ChIP (38–42) as it focuses sound waves in the sample in a closed-tube setting and avoids heating. Previously, we employed this method to map male-specific-lethal (MSL) proteins to specific genomics sites that are distinct from Phantom Peaks [e.g. only 10% of MSL2 peaks or 4% of the MLE peaks overlap with Phantom Peaks (*P*-value < 0.05), data not shown (43)]. To explore whether Phantom Peaks are limited to some specific aspects of our methodology, we mined the modENCODE database for ChIP-seq profiles containing signals at Phantom Peak loci. We compared the reported peak sets for 153 non-histone proteins (Supplementary Table S5) with the Phantom Peak regions, requesting an overlap of at least 50 bp. [Similar overlap analysis was performed for 151 histone modification ChIP-seq profiles (Supplementary Table S6)]. The statistical significance of the overlap intervals between two peak sets was calculated using the asymmetric comparison framework outlined by Chikina and Troyanskaya and considering a 4 kilobase (kb) window centered at TSS as reference regions (33). This choice of reference appears appropriate as 92% of Phantom Peaks are localized within such regions. Our analysis for non-histone protein ChIP profiles shows that 31% of the modENCODE profiles consist of peak sets with more than 20% (*P*-value <0.05) of the peaks overlapping with Phantom Peaks (Figure 3; Supplementary Figures S8 and S9). These overlapping peaks are amongst the high scoring peaks, suggesting that they are unlikely to be identified erroneously due to low signal, but enriched during the ChIP procedure (Supplementary Figure S10).

**Figure 3.**
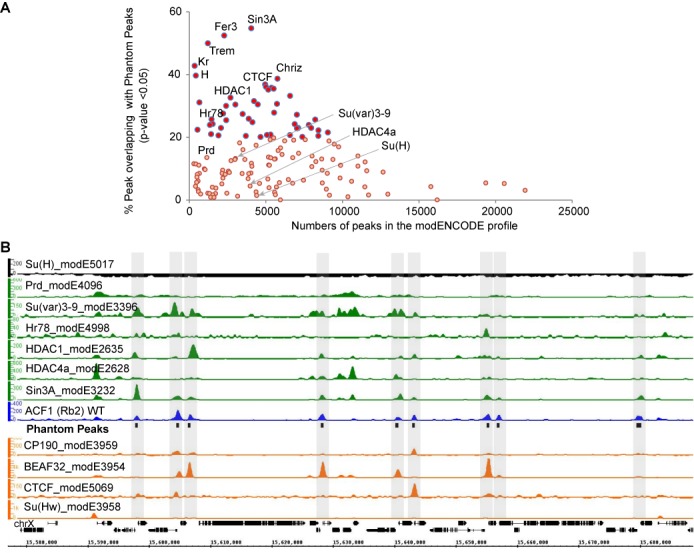
Phantom Peaks coincide with peaks of several modENCODE profiles. (**A**) Peaks called by modENCODE on 153 different non-histone chromatin factors were tested for overlap with Phantom Peak regions. For each profile the scatterplot graph depicts the number of peaks defined by modENCODE and the fraction of these peaks overlapping with Phantom Peaks (*P*-value <0.05). The *P*-values indicate the significance of proximity of the modENCODE profile peaks to the Phantom Peaks. (**B**) Smoothed and background-subtracted tag density profiles of selected modENCODE profiles are shown in a representative genomic region on chromosome X. The positions of Phantom Peaks are indicated by black boxes and gray-shaded rectangles across all profiles.

We mapped the raw sequences obtained from modENCODE and used the SPP package to generate background-subtracted smoothened tag density tracks for some profiles that overlap strongly with Phantom Peaks. Among the very similar profiles are the ones for transcription (co-)regulators such as Sin3A, Fer-3, Chriz and Hr78 (55%, 53%, 39%, 24% respective overlap, *P*-value <0.05), histone deacetylases HDAC1 and HDAC6 (31%, 25% respective overlap, *P*-value <0.05) and insulator proteins such as BEAF-32, CTCF and CP190 (36%, 26%, 23% respective overlap, *P*-value <0.05). These overlap percentages probably underestimate the numbers of shared peaks considering the fact that not all potentially enriched regions are called as peaks by the software in both Phantom Peak and modENCODE cases. Similarly processed tracks for weakly overlapping factors such as Prd and Su(H) (13%, 1.4% overlap, *P*-value <0.05) and representatives of the high overlapping factors show similar regions of enrichments of the ChIP signals along the Phantom Peaks in the latter cases (Figure 3B; Supplementary Figures S8 and S9).

Visual inspection reveals a strong correlation between Phantom Peaks and several insulator protein profiles (Figure 3B, Supplementary Figure S8). Indeed, Phantom Peaks show strong coincidence with the ChIP-seq peak sets obtained for CP190, CTCF, BEAF-32 and Su(Hw) from 12 to 14 h old embryo chromatin, (82%, 47%, 81% and 25%, respectively, data not shown). Interestingly, only 9.2%, 22.2% and 24.8% of BEAF-32, CTCF and Su(Hw) peaks contain their known target sequence motif to which these insulators are known to bind. Crosslinking of the respective insulators to the remainder of the sites may be due to targeting principles other than direct DNA binding (44,45) or these peaks may even contain false positive signals as we found for nucleosome remodelers.

DamID offers an antibody-free approach to map chromatin binding sites. In this case, the protein of interest is expressed as in fusion with *E. coli* Dam DNA methylase. The Dam enzyme will be recruited to particular chromatin locations by the fusion partner and methylates DNA in the vicinity, which can be further mapped by chip-hybridization or sequencing (46). Comparison of antibody-generated profiles to DamID profiles may distinguish false positive Phantom Peaks from real signals. If DamID profiles are similar to antibody-generated peaks, the signals are likely to be real, if the overlap is not good, then they could potentially be Phantom Peaks. We compared Phantom Peaks with the reported 219 DamID data sets (27,28) using the same asymmetric comparison framework (33). The peaks in normalized DamID profiles were defined by retrieving the top 1% scoring probe locations from the chip and extending them by 1 kb. We observed 29 profiles corresponding to 16 chromatin proteins (CG4617, CG9797, TIP60, BEAF32B, DMAP1, TBP, CG7928, PHOL, FAIRE, CG10267, CG4936, SIN3A, DWG, MNT, MAX, PCAF) that show 20–40% peak overlap with Phantom Peaks (*P*-value < 0.05). Comparison of antibody-generated modENCODE profiles and DamID profiles with the Phantom Peaks set revealed similarities and differences. The overlap of Sin3A-DamID and BEAF32-DamID with the Phantom Peaks are strong and therefore many sites may indeed be functional. By contrast, DamID profiles of the insulators CTCF and of Su(var)3–9 show poor overlap with Phantom Peaks (see Supplementary Figure S11A,B; Supplementary Table S7), raising doubts about the reliability of the corresponding ChIP-seq profiles. Interestingly, the DamID profile for ISWI (a core component of ACF and RSF complexes) shows poor overlap with Phantom Peaks (about 8% for 2 replicates, *P*-value < 0.05). We further observe that most of the Phantom Peaks are localized within the chromatin derived from housekeeping gene (Supplementary Figure S11C).

## DISCUSSION

ChIP-seq profiles are commonly assumed valid if the data have been generated in concert with the modENCODE guidelines that were drafted to assure a good quality of data entered in public repositories. These guidelines demand that researchers validate the specificity of their antibodies by Western blotting and immunofluorescence microscopy (if possible) and that two independent antibodies against a chromatin protein yield consistent results (47). Our ChIP-seq reagents meet these requirements. Using four different antibodies directed against two signature subunits of remodeling factors, we derived ChIP-seq profiles with excellent signal to noise ratios identifying 3000 enriched genomic loci. However, repeating the analysis with two different fly mutants lacking the antigens, we obtained the same profiles, leading us to conclude that the profiles do not reflect *bona fide* binding sites for the remodelers. This additional specificity control is not commonly included in ChIP-seq analyses because suitable mutants are sometimes not available and knockdown strategies are often too inefficient to remove the antigen completely.

Although the enrichment of Phantom Peaks is non-specific from the antibody point of view, the genomic sites that are retrieved are by far not random. The majority of Phantom Peaks maps to promoters of actively transcribed genes that are characterized by open chromatin and are bound by multiple transcription factors and the transcription machinery. A large fraction of Phantom Peaks also coincides with previously mapped HOT regions, where between 8 and 24 transcription factors have been found co-localizing.

We speculate that the enrichment of these sites is brought about by a combination of poor ChIP specificity and interaction-prone (‘sticky’) surfaces at the Phantom Peak locations. Phantom Peaks are unlike to be retrieved if the specific ChIP reaction is efficient, like in our earlier experiments on the MSL proteins (43). In the case of the remodeling enzymes this was apparently not the case. Although our antibodies are able to immunoprecipitate the antigens efficiently, their target proteins are apparently not well cross-linked to chromatin, due to their dynamic and transient chromatin interactions. For ISWI-containing remodeling factors fluorescence-based measurements of their dynamic mobility in live cells have revealed that only a minor fraction (<3%) of them actually engage with the nucleosomal substrates. This fraction may increase under certain circumstances, for example in the context of chromatin assembly during replication or repair, but in these cases binding events will be delocalized and will not be represented as peaks (15,16,48). In the absence of such specific cues, formaldehyde crosslinking may trap highly mobile proteins to the most accessible sites in the genome. However, such a scenario does not explain the presence of peaks in the absence of the antigen.

Why should regions of high transcription factor occupancy and recruitment of the RNA polymerase machinery be prone to non-specifically interact with antibodies? We speculate that many transcription factors and components of the transcription machinery contain ‘unstructured’ protein surfaces or molten-globule conformations, sometimes of low sequence complexity or highly charged, that are poised to interact with close-by targets and to acquire a specific structure only through this interaction (49–52). For example, low complexity protein domains of some transcription factors have the potential to interact with the equally unstructured CTD of RNA polymerase II (53). Conceivably, such unstructured domains may interact with antibodies non-specifically, once their native assembly has been disrupted by sonication. In such a hypothetical scenario, sites where proteins accumulate bearing interaction-prone surfaces, such as transcription activators, may manifest as Phantom Peaks. Similar local amassing of proteins may also occur at replication forks or sites of DNA repair, but these would not appear as defined peak in ChIP experiments.

We found that a considerable number of modENCODE ChIP-seq profiles display enrichments that coincide with Phantom Peaks. It is currently not possible to evaluate whether these signals reflect true chromatin binding events or other examples of Phantom Peak manifestation. Conceivably, many profiles may be composites of *bona fide* binding sites and Phantom Peaks, with varying contributions of each group. Undoubtedly many published interactions at Phantom Peak sites will prove correct—after all, many of these are highly active promoters, where numerous regulators are known to accumulate. However, in cases where no consensus binding sequences for a sequence-specific factor can be found at the mapped site (as is the case for many insulator proteins), or the functional significance of presumed interactions is unclear (as in the case of HDAC complexes at highly active promoters), or when the massive enrichment of many factors at some sites does not make functional sense (as in the case of HOT regions), caution should be taken.

Our study echoes related observations in other systems. Hyper-ChIPable regions at accessible genomic regions have previously been described in bacteria, yeast and mammals that can be retrieved using antisera directed against non-chromatin proteins (54–57) demonstrating that the problem is not limited to *Drosophila*. False positive signals that are obvious from irrelevant antibodies (e.g. GFP) or pre-immune sera can be reduced by appropriate normalization procedures (3,54). Crosslinking artifacts can be avoided by profiling proteins under native conditions (58), or employing antibody-free methods such as Calling Card-seq or DamID (46,59). These methods have their own specific shortcomings, but offer another viewpoint to define genomic targets.

Concerning some shortcomings of antibodies, such as relaxed specificity and cross-reactivity, the increasing awareness in the research community has led to initiatives toward increased standardization and quality control measures (60). For antibody-mediated ChIP the false positive signals can only be revealed if knockout or knockdown controls are implemented. When such controls are difficult to obtain, our list of Phantom Peaks may serve as a catalog of sites, whose noticeable enrichment in the ChIP profiles should raise a ‘red flag’ and demand additional verification before making any functional inferences. The *Drosophila* genomics community will profit from a listing of such dubious sites, just as the proteomics community has profited from publication of a listing of the cRAP protein sequences of common contaminants in mass spectrometric analyses (61).

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: Active promoters give rise to false positive ‘Phantom Peaks’ in ChIP-seq experiments
**Source:** Nucleic Acids Res. 2015 Jun 27;43(14):6959–68. doi: 10.1093/nar/gkv637
**Supplement:** SUPPLEMENTARY DATA

Active promoters give rise to false positive ‘Phantom Peaks’ in ChIP-seq experiments — SUPPLEMENTARY DATA 

# Active promoters give rise to false positive ‘Phantom Peaks’ in ChIP-seq experiments

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Active promoters give rise to false positive ‘Phantom Peaks’ in ChIP-seq experiments
**Source:** Nucleic Acids Res. 2015 Jun 27;43(14):6959–68. doi: 10.1093/nar/gkv637
**Supplement:** SUPPLEMENTARY DATA

| Primer name        | Sequence               |
|--------------------|------------------------|
| Intron9, Timeout_F | agtcatgtgcgacatttg     |
| Intron9, Timeout_R | acgcaacaagaatggagagg   |
| 3' of Fz2_F        | cgtactgtcaactgctg      |
| 3' of Fz2_R        | cagttctggaataccatgtc   |
| Intron3, Spn_F     | ctgttggtgggcagacttagc  |
| Intron3, Spn_R     | attgggtcagctgggtcgtg   |
| 3' of CG6465_F     | gtcctcgctttagcttagcc   |
| 3' of CG6465_R     | tgggtgcgcgtcactactatg  |
| 5' T48 and Ro_F    | gtcttcatacaagcagtggtgc |
| 5' T48 and Ro_R    | aggttggtgtcctcgcaaag   |

Supplementary Table 1: List of quantitative PCR primers

| ChIP                       | Input                 |
|----------------------------|-----------------------|
| ACF1-3F1 WT rep1           | Input WT Chromatin1   |
| ACF1-3F1 WT rep2           | Input WT Chromatin2   |
| ACF1-3F1 WT rep3           | Input WT Chromatin3   |
| ACF1-Rb1 acf1 rep1         | Input acf1 Chromatin1 |
| ACF1-Rb2 acf1 rep1         | Input acf1 Chromatin1 |
| ACF1-Rb2 acf1 rep2         | Input acf1 Chromatin2 |
| ACF1-Rb1 WT rep1           | Input WT Chromatin4   |
| ACF1-Rb2 WT rep1           | Input WT Chromatin4   |
| ACF1-Rb2 WT rep2           | Input WT Chromatin5   |
| ACF1-Rb2 WT rep3           | Input WT Chromatin6   |
| ACF1-Preimmune-Rb1 WT rep1 | Input WT Chromatin5   |
| ACF1-Preimmune-Rb2 WT rep1 | Input WT Chromatin4   |
| ACF1-Preimmune-Rb2 WT rep2 | Input WT Chromatin5   |
| RSF-1-Rb rsf-1 rep1        | Input rsf1 Chromatin1 |
| RSF-1-Rb WT rep1           | Input WT Chromatin7   |
| RSF-1-Rb WT rep2           | Input WT Chromatin4   |

Supplementary Table 2: Profiles used for ChIP-seq analysis and their respective input control.

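The table assigns each ChIP library to a batch of chromatin and to the input made from it, which is the pairing used here for the comparison of antibody libraries with inputs. Batch 6 served for 3 antibody libraries (Rb1 and Rb2 replicate 1 against ACF1, and RSF-1 replicate 2) and batch 4 for both Rb1 and Rb2 replicate 1 from acf1 embryos. All other batches gave 1 antibody library each. In batch 6 the antibody libraries held 2367 peaks on average and the input 250, and in batch 4 they held 2105 and the input 221.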

**A**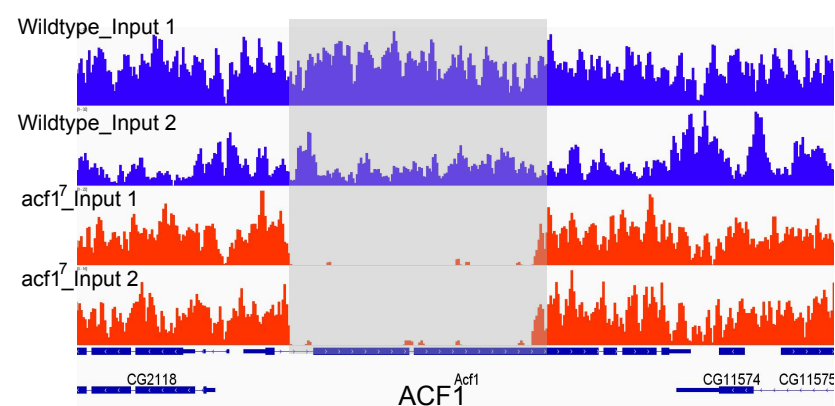**B**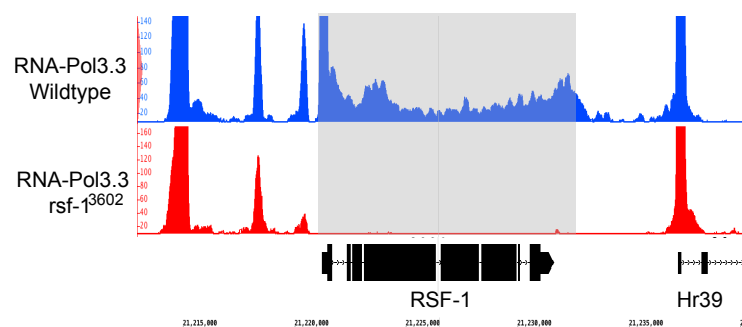**C**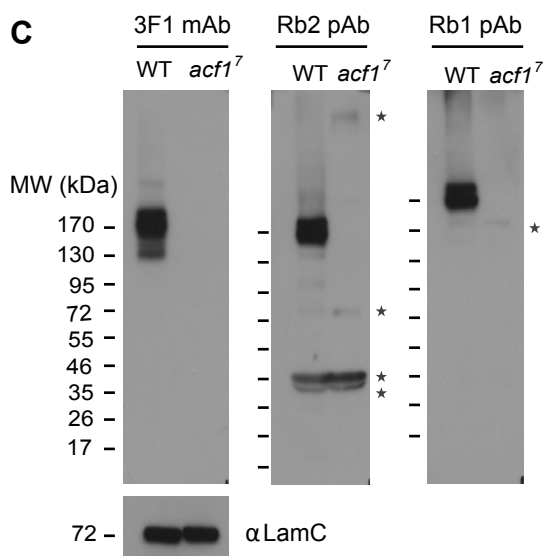**D**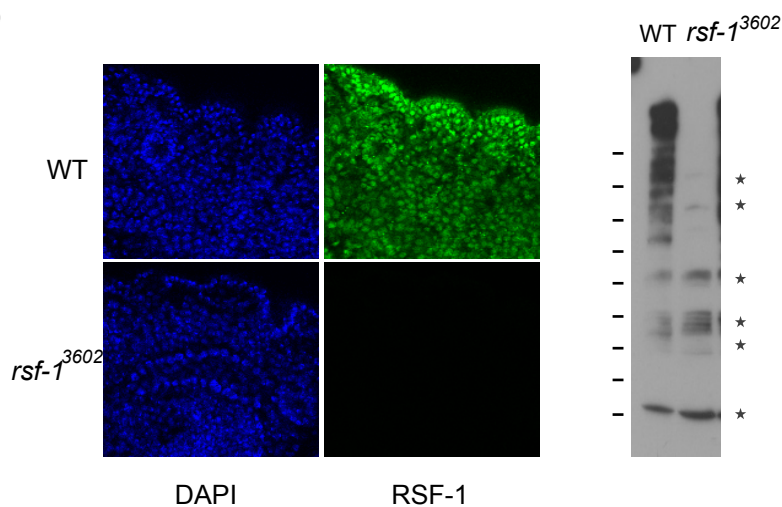

Figure S1: Characterization of mutant embryo chromatin and antibodies.

- (A) The *acf1*<sup>7</sup> allele bears a deletion of ~3.5 kb from the 5' end of the gene that had been generated by imprecise excision of a P-element. The deletion is obvious in ChIP-seq traces of input chromatin of mutant (red) versus wild-type (blue) embryos. Raw read densities are displayed.
- (B) In *rsf-1*<sup>3602</sup> part of the 5' region of the *RSF-1* gene is deleted abolishing transcription of the gene as seen by the absence of ChIP-seq signal of RNA polymerase II (unpublished). Raw read densities are displayed.
- (C) Western blot analysis of extracts from wild-type and *acf1*<sup>7</sup> mutant embryos using three different antibodies directed against ACF1.
- (D) Left panel: IFM visualization of RSF-1 in nuclei of wild-type and *rsf-1*<sup>3602</sup> embryos. Right panel: Western blot analysis of extracts from wild-type and *rsf-1*<sup>3602</sup> embryos.

**A**

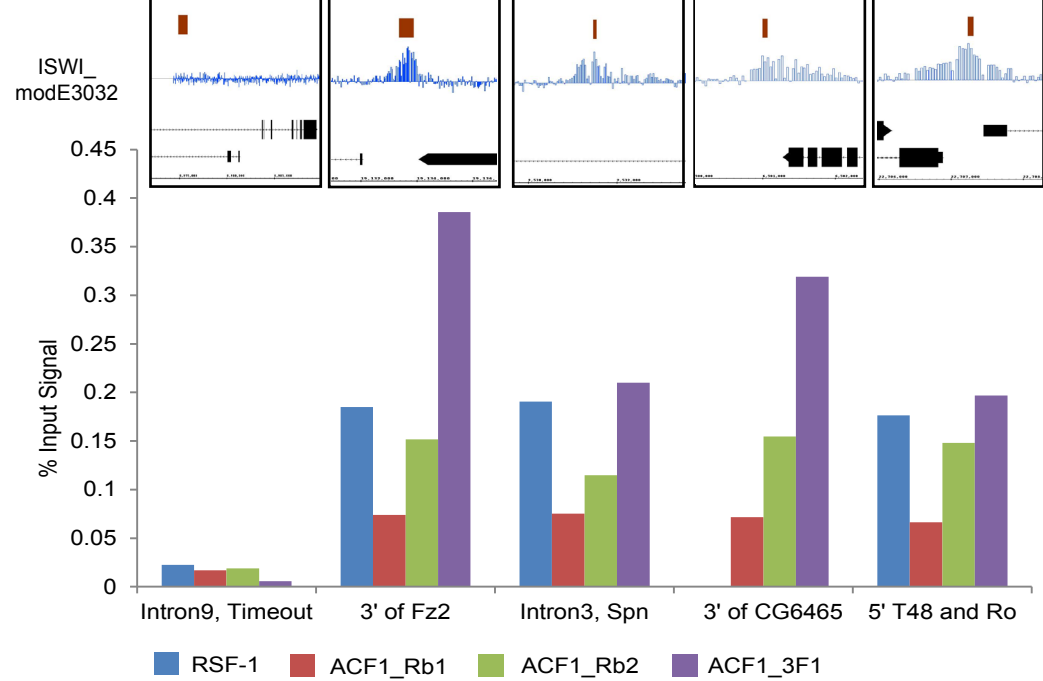

**B**

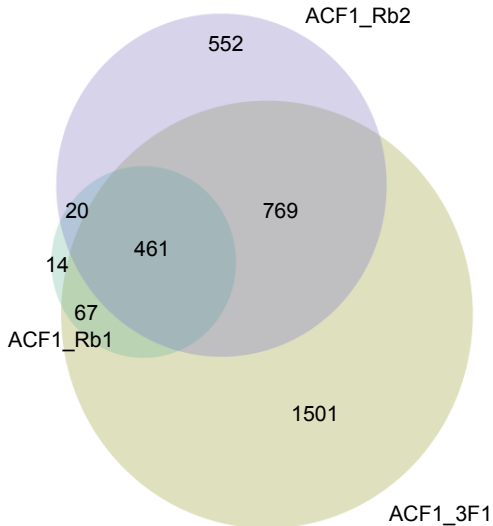

**C**

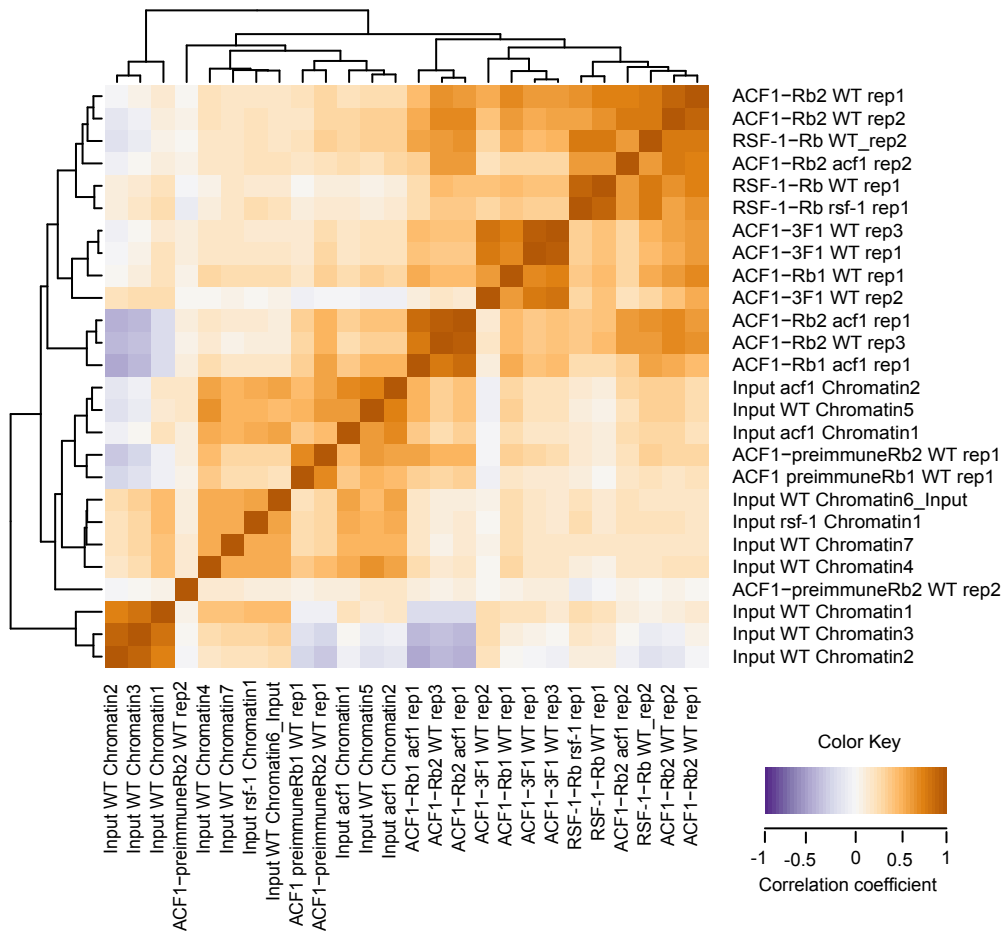

Figure S2: Comparison of ChIP-Seq peak profiles

- (A) Immunoprecipitation with all antibodies enrich genomic candidate ISWI binding sites suggested from modENCODE ISWI profiles -mapping to the Fz2, CG6465, Ro/T48 loci. Intron 9 of timeout serves as a negative control region. For each amplicon the corresponding ChIP-chip profile of ISWI as provided by modENCODE is shown on the top. The position of the amplicon is indicated by a red box. Bottom: ChIP-qPCR analysis using the indicated antibodies. Enrichments are given in percent of the input values.
- (B) Venn diagram showing the overlap of peaks defined by ChIP-seq using three different ACF1 antibodies.
- (C) Correlation between the ChIP-seq profiles. The size-normalized sequence tags were counted for all 16 ChIP and 10 input samples in the Phantom Peak regions. The matrix illustrates the degree of similarity obtained by Spearman rank-based correlation. The heat map displays the correlation coefficients for all pairwise comparisons.

**A**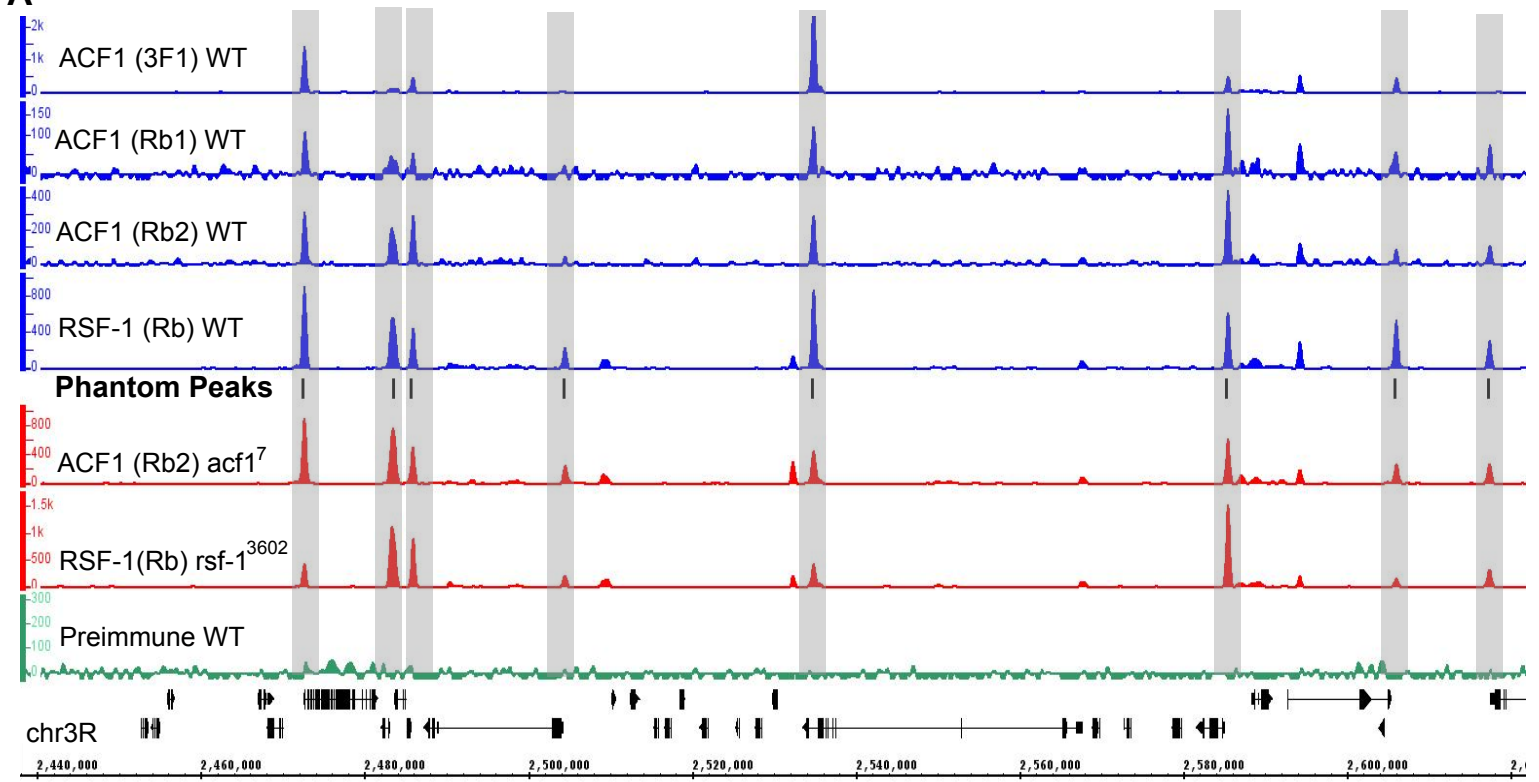**B**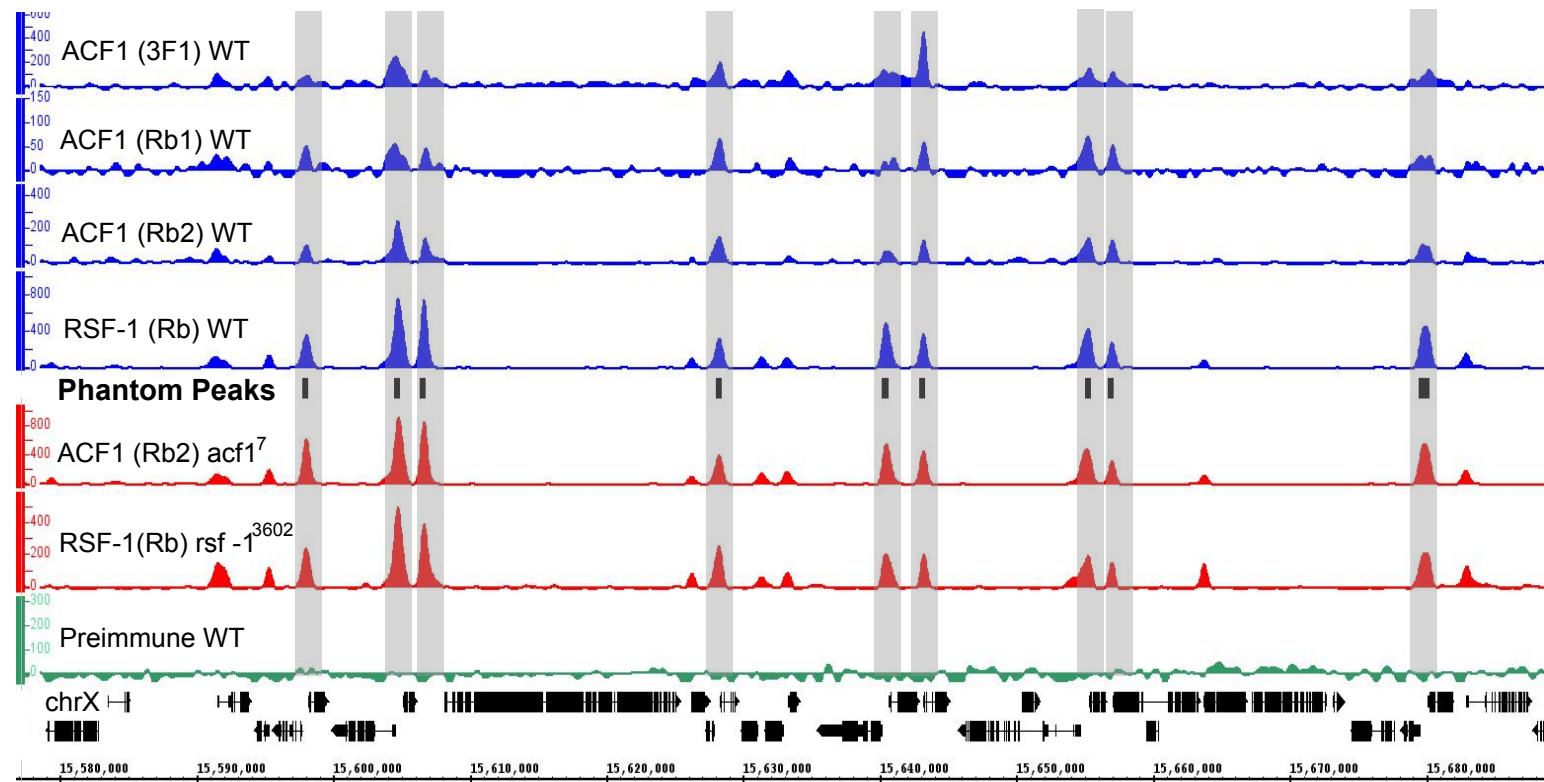

Figure S3: Snapshots of the remodeling factor ChIP-seq profiles.

Both panels show representative genome browser snapshots of the smoothed and back-ground-subtracted tag densities for ACF1 and RSF-1 ChIP-seq profiles, similar to Figure 1. 

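By the rules used here, 8 rebuilt Phantom Peak regions fall in the interval shown for chromosome 3R and 10 in that for X (Release 5). On 3R, the regions at 2472454 to 2472692, 2534637 to 2534892 and 2585286 to 2585517 were called in all 13 antibody libraries, acf1 and rsf-1 chromatin included. The region at 2485689 to 2485974 was called in 11 libraries, and the others on 3R in 7 or 8. On X, the regions at 15643022 to 15643247 and 15655137 to 15655416 were called in 10 libraries, and those at 15640181 to 15640400 and 15679539 to 15679780 in 4, including all 3 RSF-1 libraries. No input or pre-immune library had a peak in any of the 18 regions.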

The upper panel displays a genomic region from chromosome 3R, the lower one is derived from the X chromosome.

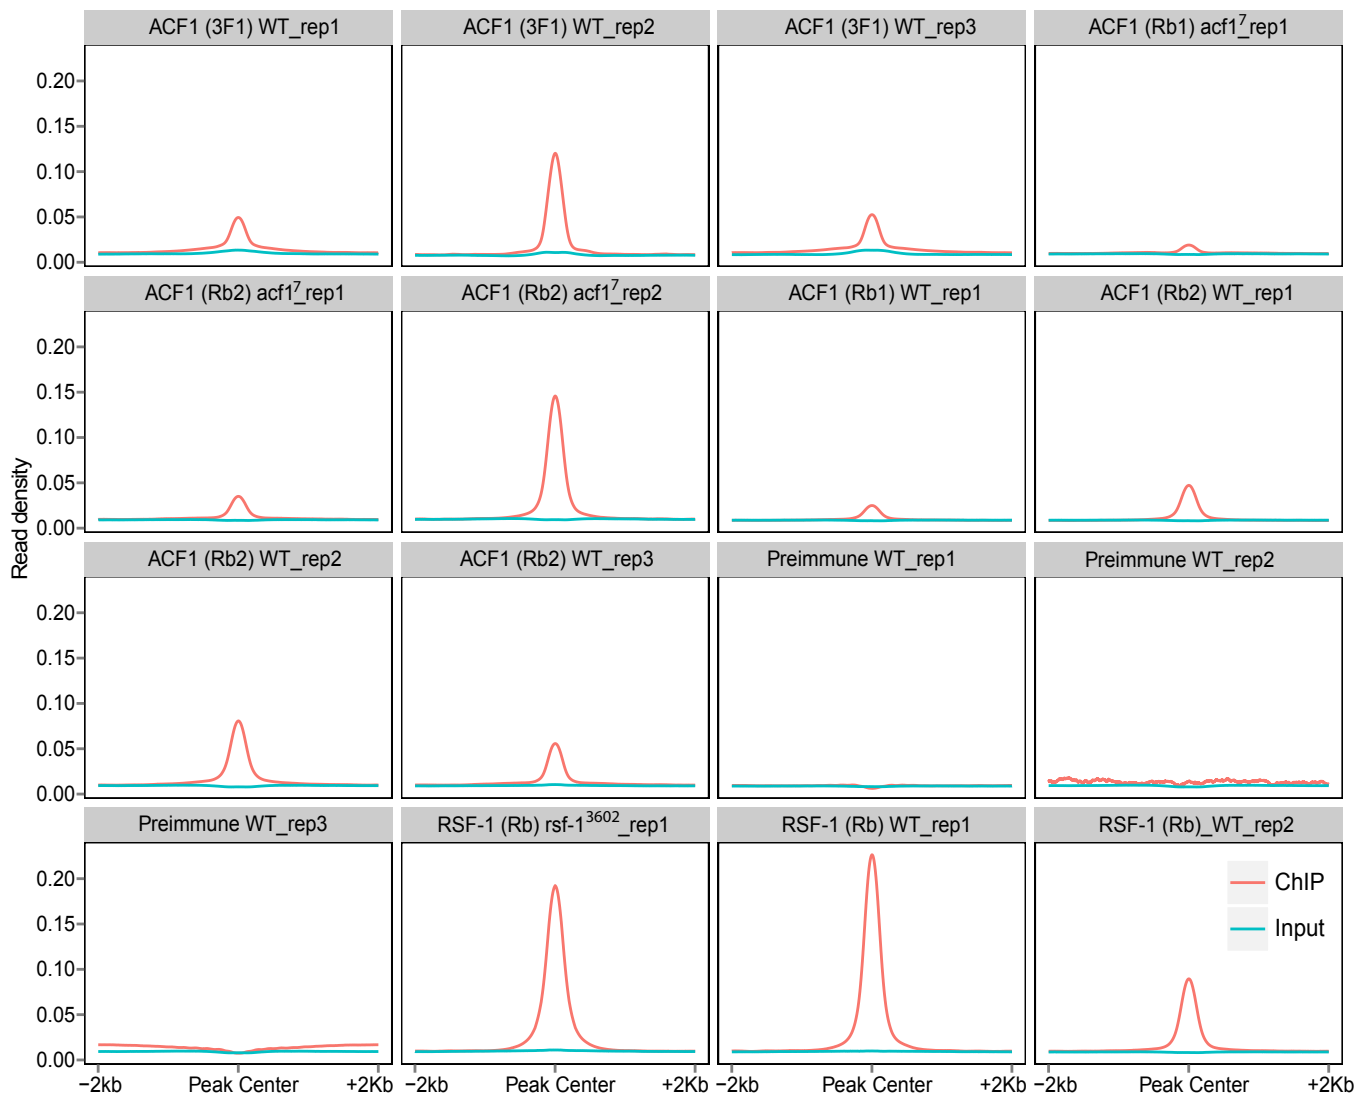

Figure S4: Phantom Peak regions show specific enrichment in the ChIP samples. Library size-normalized reads are plotted along all 3090 Phantom Peak regions for the ChIP and corresponding input control samples. The header includes immunoprecipitated protein, the antibody, the corresponding genotype and the replicate.

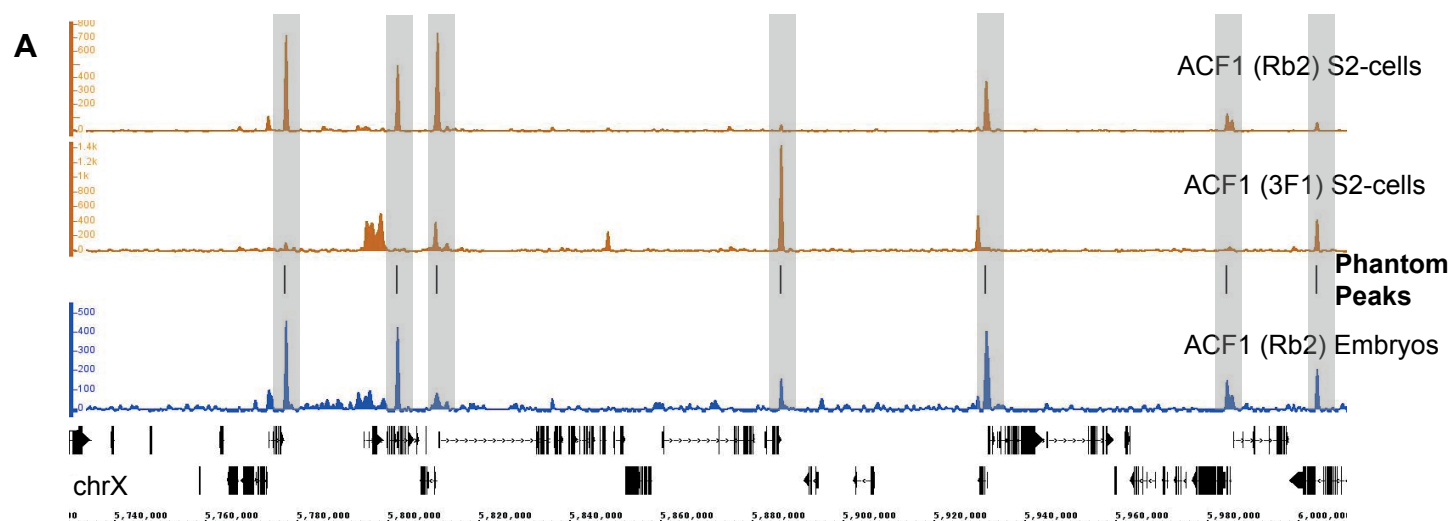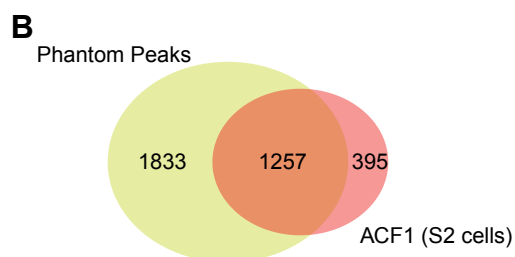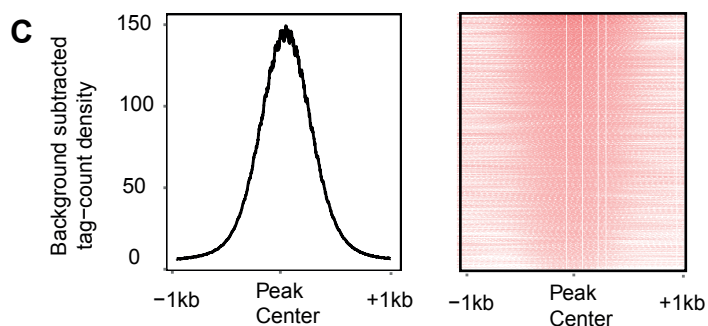

Figure S5: Phantom Peaks can be identified upon lowering the formaldehyde concentration from S2 cells.

- (A) Background tag subtracted smoothened tracks show ACF1 ChIP-seq profiles from 1% FA fixed S2 cells using two antibodies. Enrichment along the Phantom Peaks is visible.
- (B) Peaks identified in S2 cells strongly overlap with Phantom Peaks. (C) Cumulative density plot and heat-map representation of the ACF1 ChIP-Seq signals along Phantom Peaks in combined S2 cell profiles. The log transformed signal in the heat-map appears quantized due the use of low resolution input normalized ChIP-seq wiggle files calculated by SPP package.

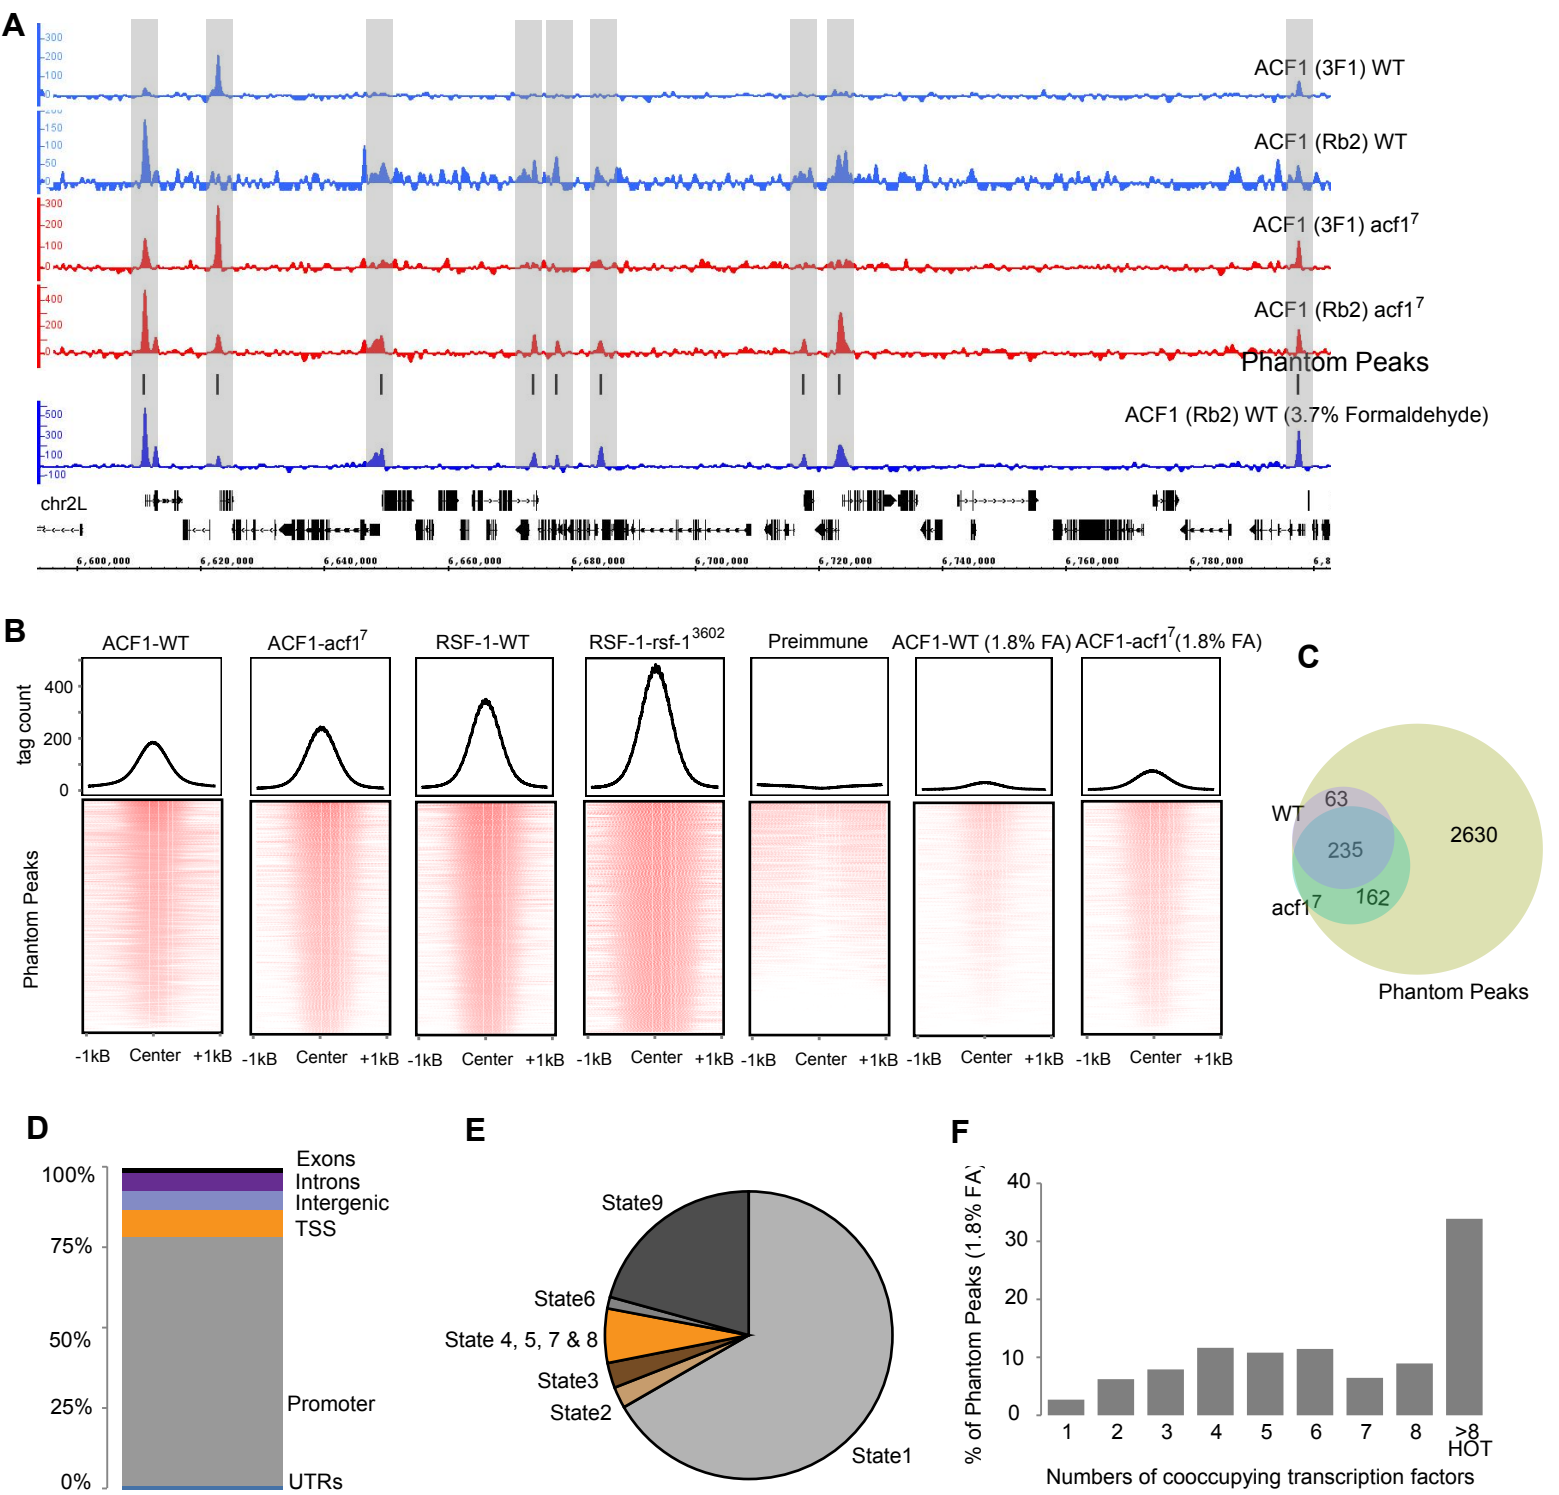

Figure S6: Comparison of ChIP-Seq profiles obtained using 1.8% formaldehyde (FA). ACF1 ChIP-Seq analysis was performed using 3F1 and Rb2 antibodies on 0-12 hour old embryos of WT and *acf1*<sup>7</sup> genotype, where chromatin was fixed with 1.8% FA.

(A) Background-subtracted tag density profiles in WT (blue) and *acf1*<sup>7</sup> (red). For comparison, the Rb2 ACF1 ChIP-profile obtained using 3.7% FA is juxtaposed.

(B) The ChIP-Seq signals along the previously identified 3090 Phantom Peaks are displayed as cumulative density plots and heatmaps for the different genotypes or crosslinking conditions (3.7% FA unless indicated differently). The log transformed signal in the heat-map appears quantized due the use of low resolution input normalized ChIP-seq wiggle files calculated by SPP package

(C) Overlap analysis of peaks identified in 1.8% formaldehyde fixed WT and *acf1*<sup>7</sup> embryos with the Phantom Peaks.

(D) Genomic feature annotation, (E) chromatin state assignment and (F) transcription factor co-localization along the "Phantom Peaks (1.8% FA)" are displayed.

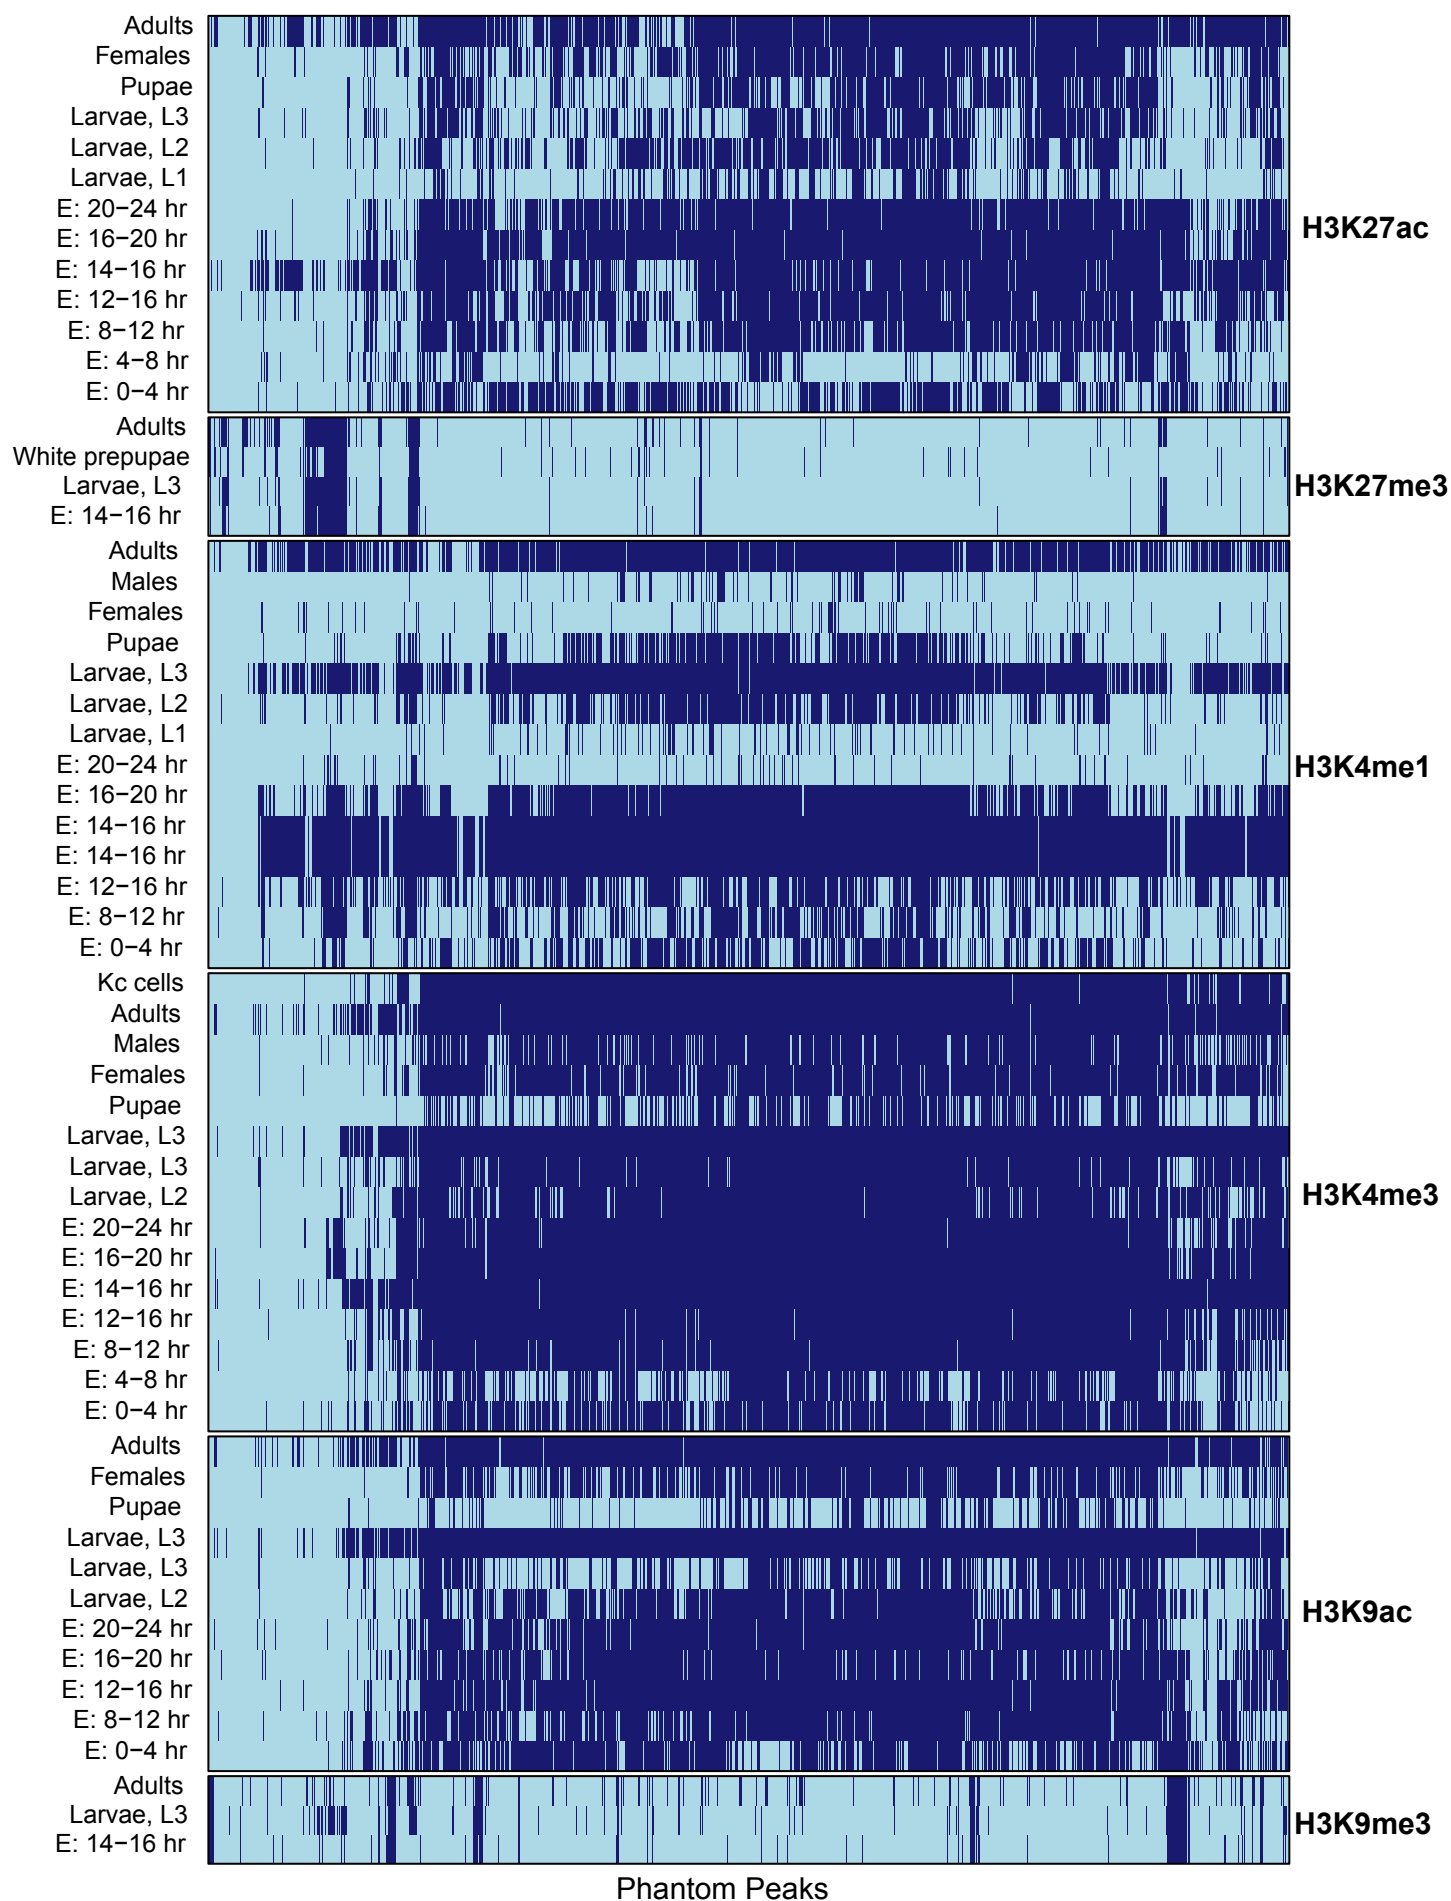

Figure S7: The Phantom Peak regions tend to harbor active chromatin marks during different stages of development. Phantom Peak regions were mapped across active (H3K4me1/me3, K9ac, K27ac) and re-repressive (H3K9me3/ 27me3) histone modification profiles deposited in the modENCODE resource. Binary scoring of the presence of a mark along the investigated site was used to generate the heatmap. Dark blue represents overlap with the histone mark.

**A**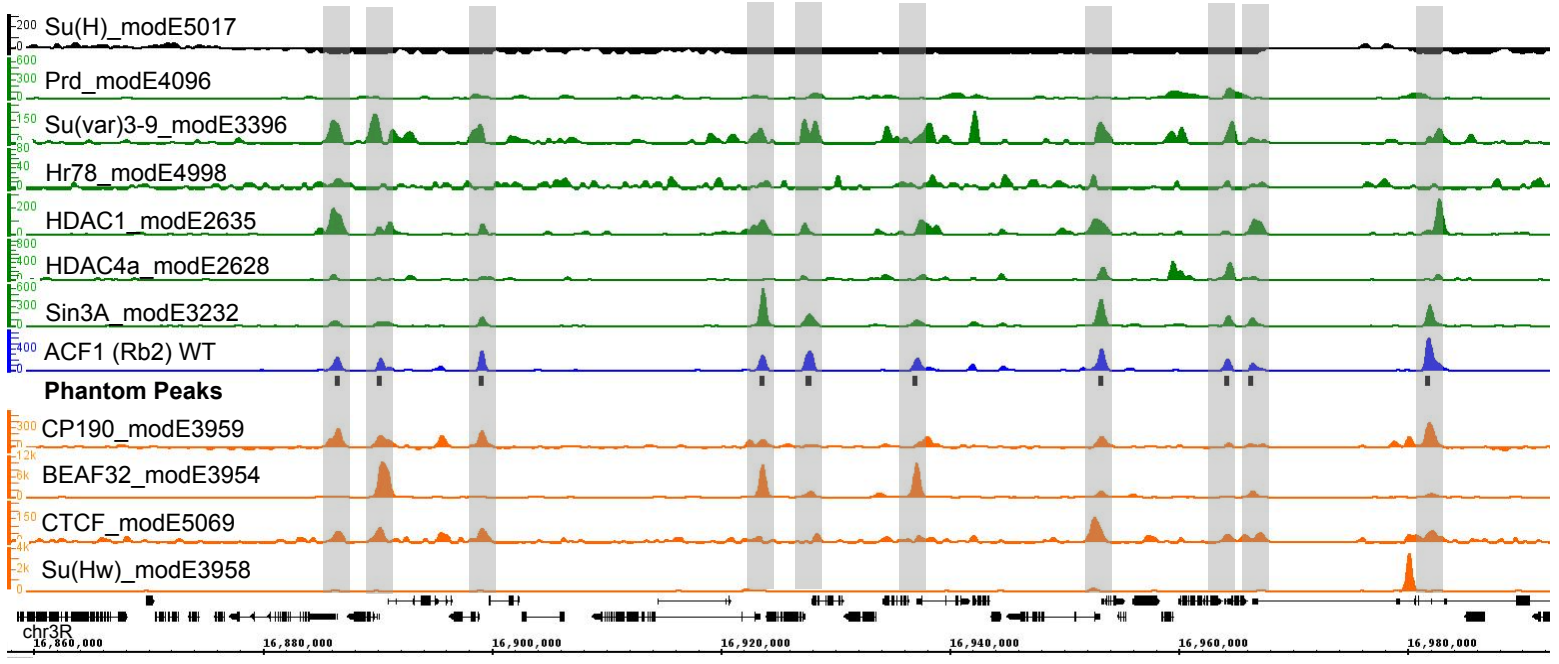**B**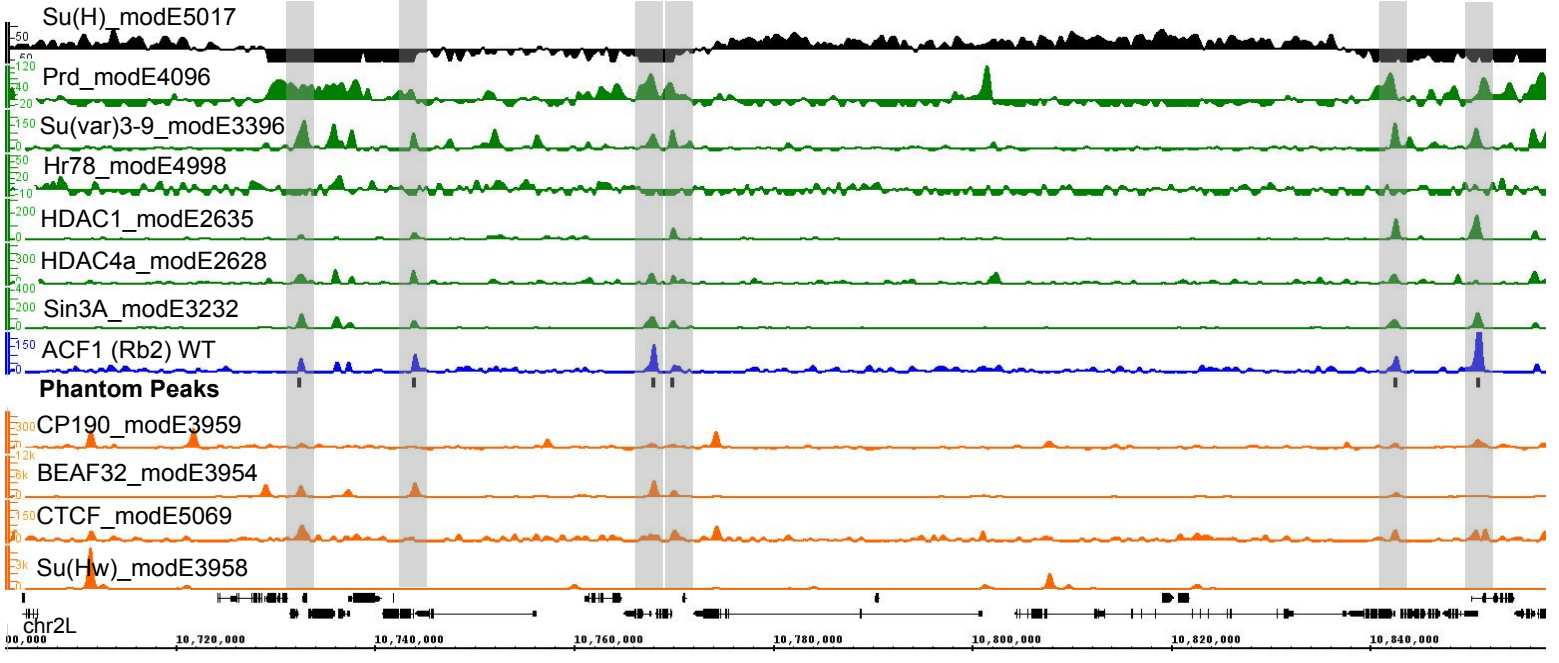

Figure S8: Snapshot of modENCODE profiles along the Phantom Peaks. Smoothed and background-subtracted tag density profiles of selected modENCODE profiles are shown in a representative genomic region on chromosome 3R (A) and 2L (B). The positions of Phantom Peaks are indicated by black boxes and grey-shaded rectangles across all profiles.

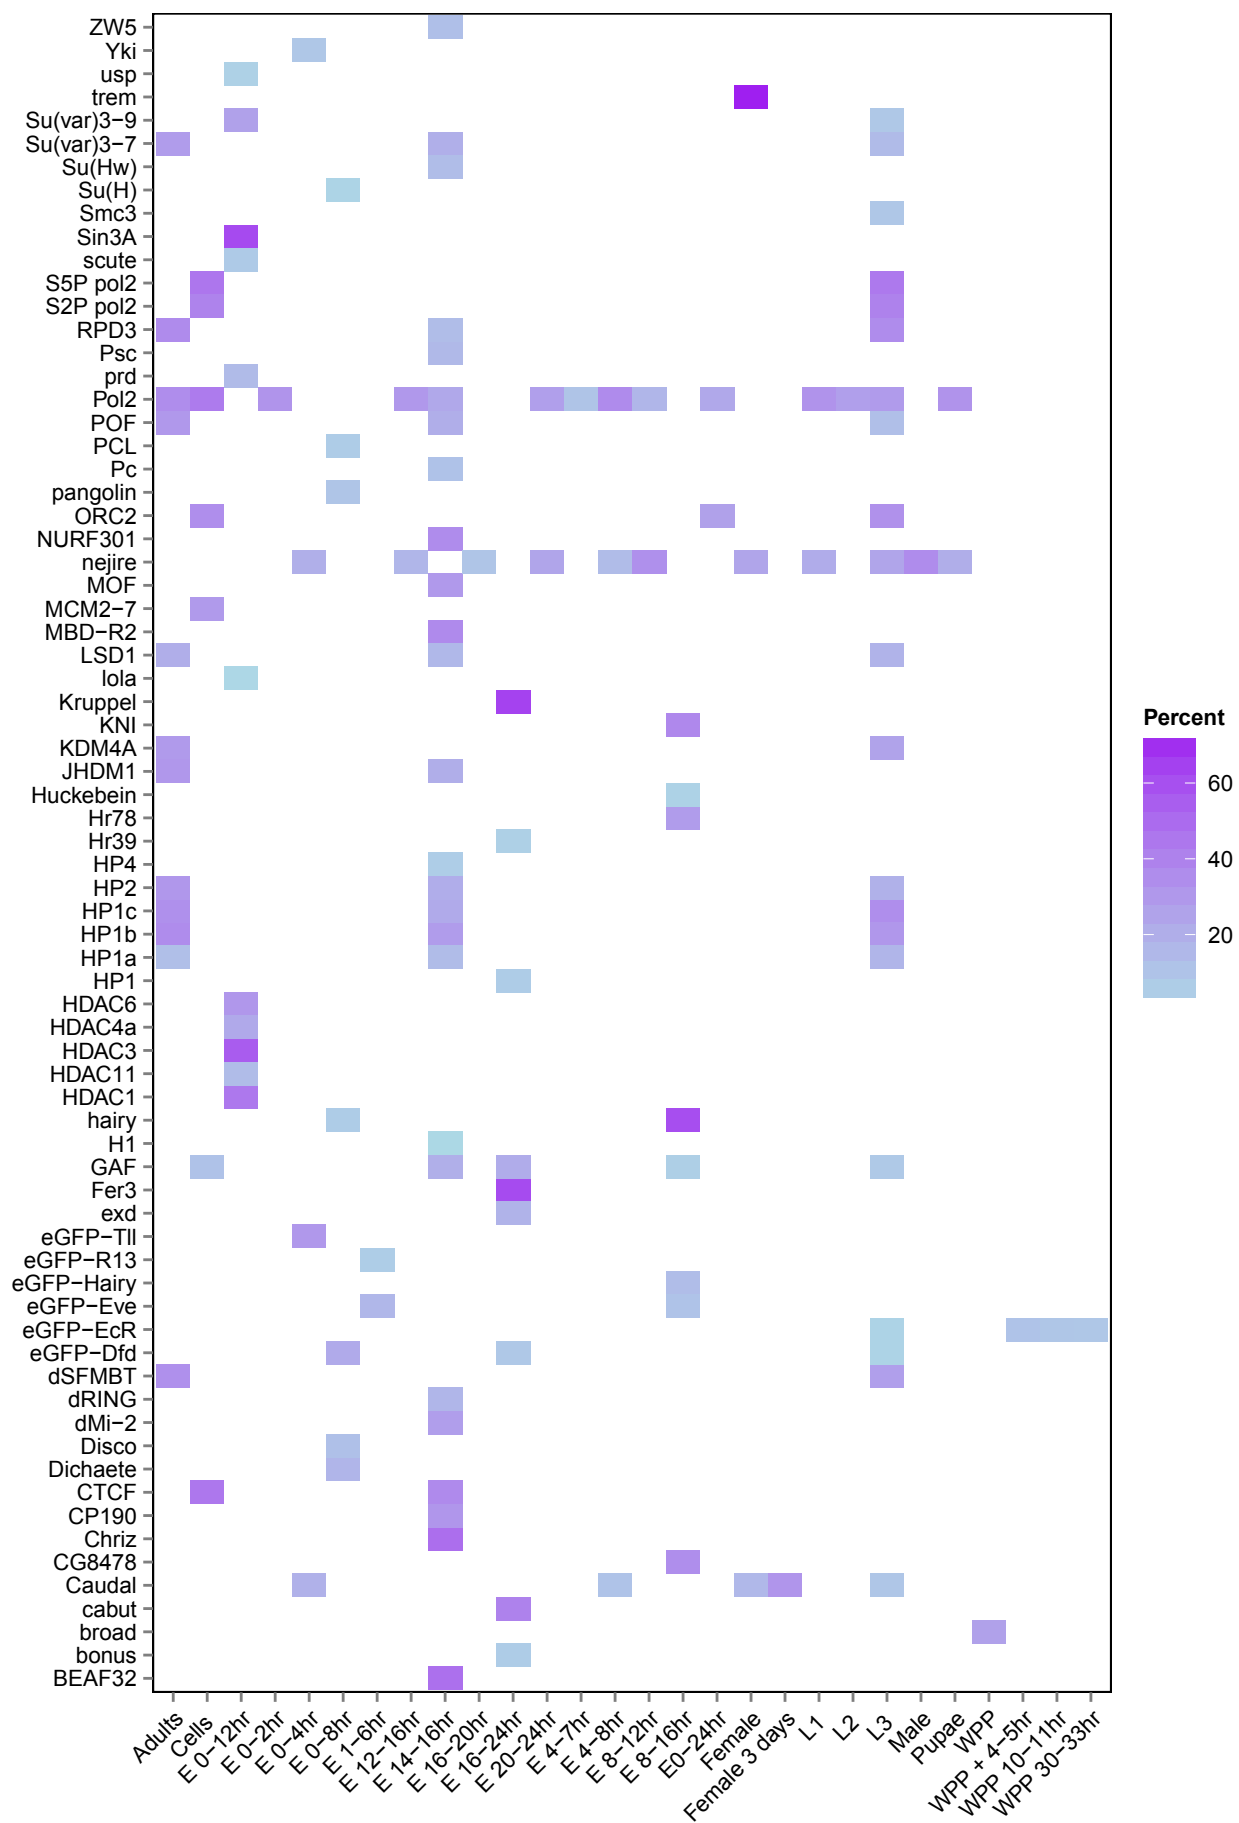

Figure S9: modENCODE profile overlaps with the Phantom Peaks.

Heatmap displaying the percent overlap of all modENCODE profile peaks with Phantom Peak regions. The ChIP targets are organized in rows, the developmental stages in columns.

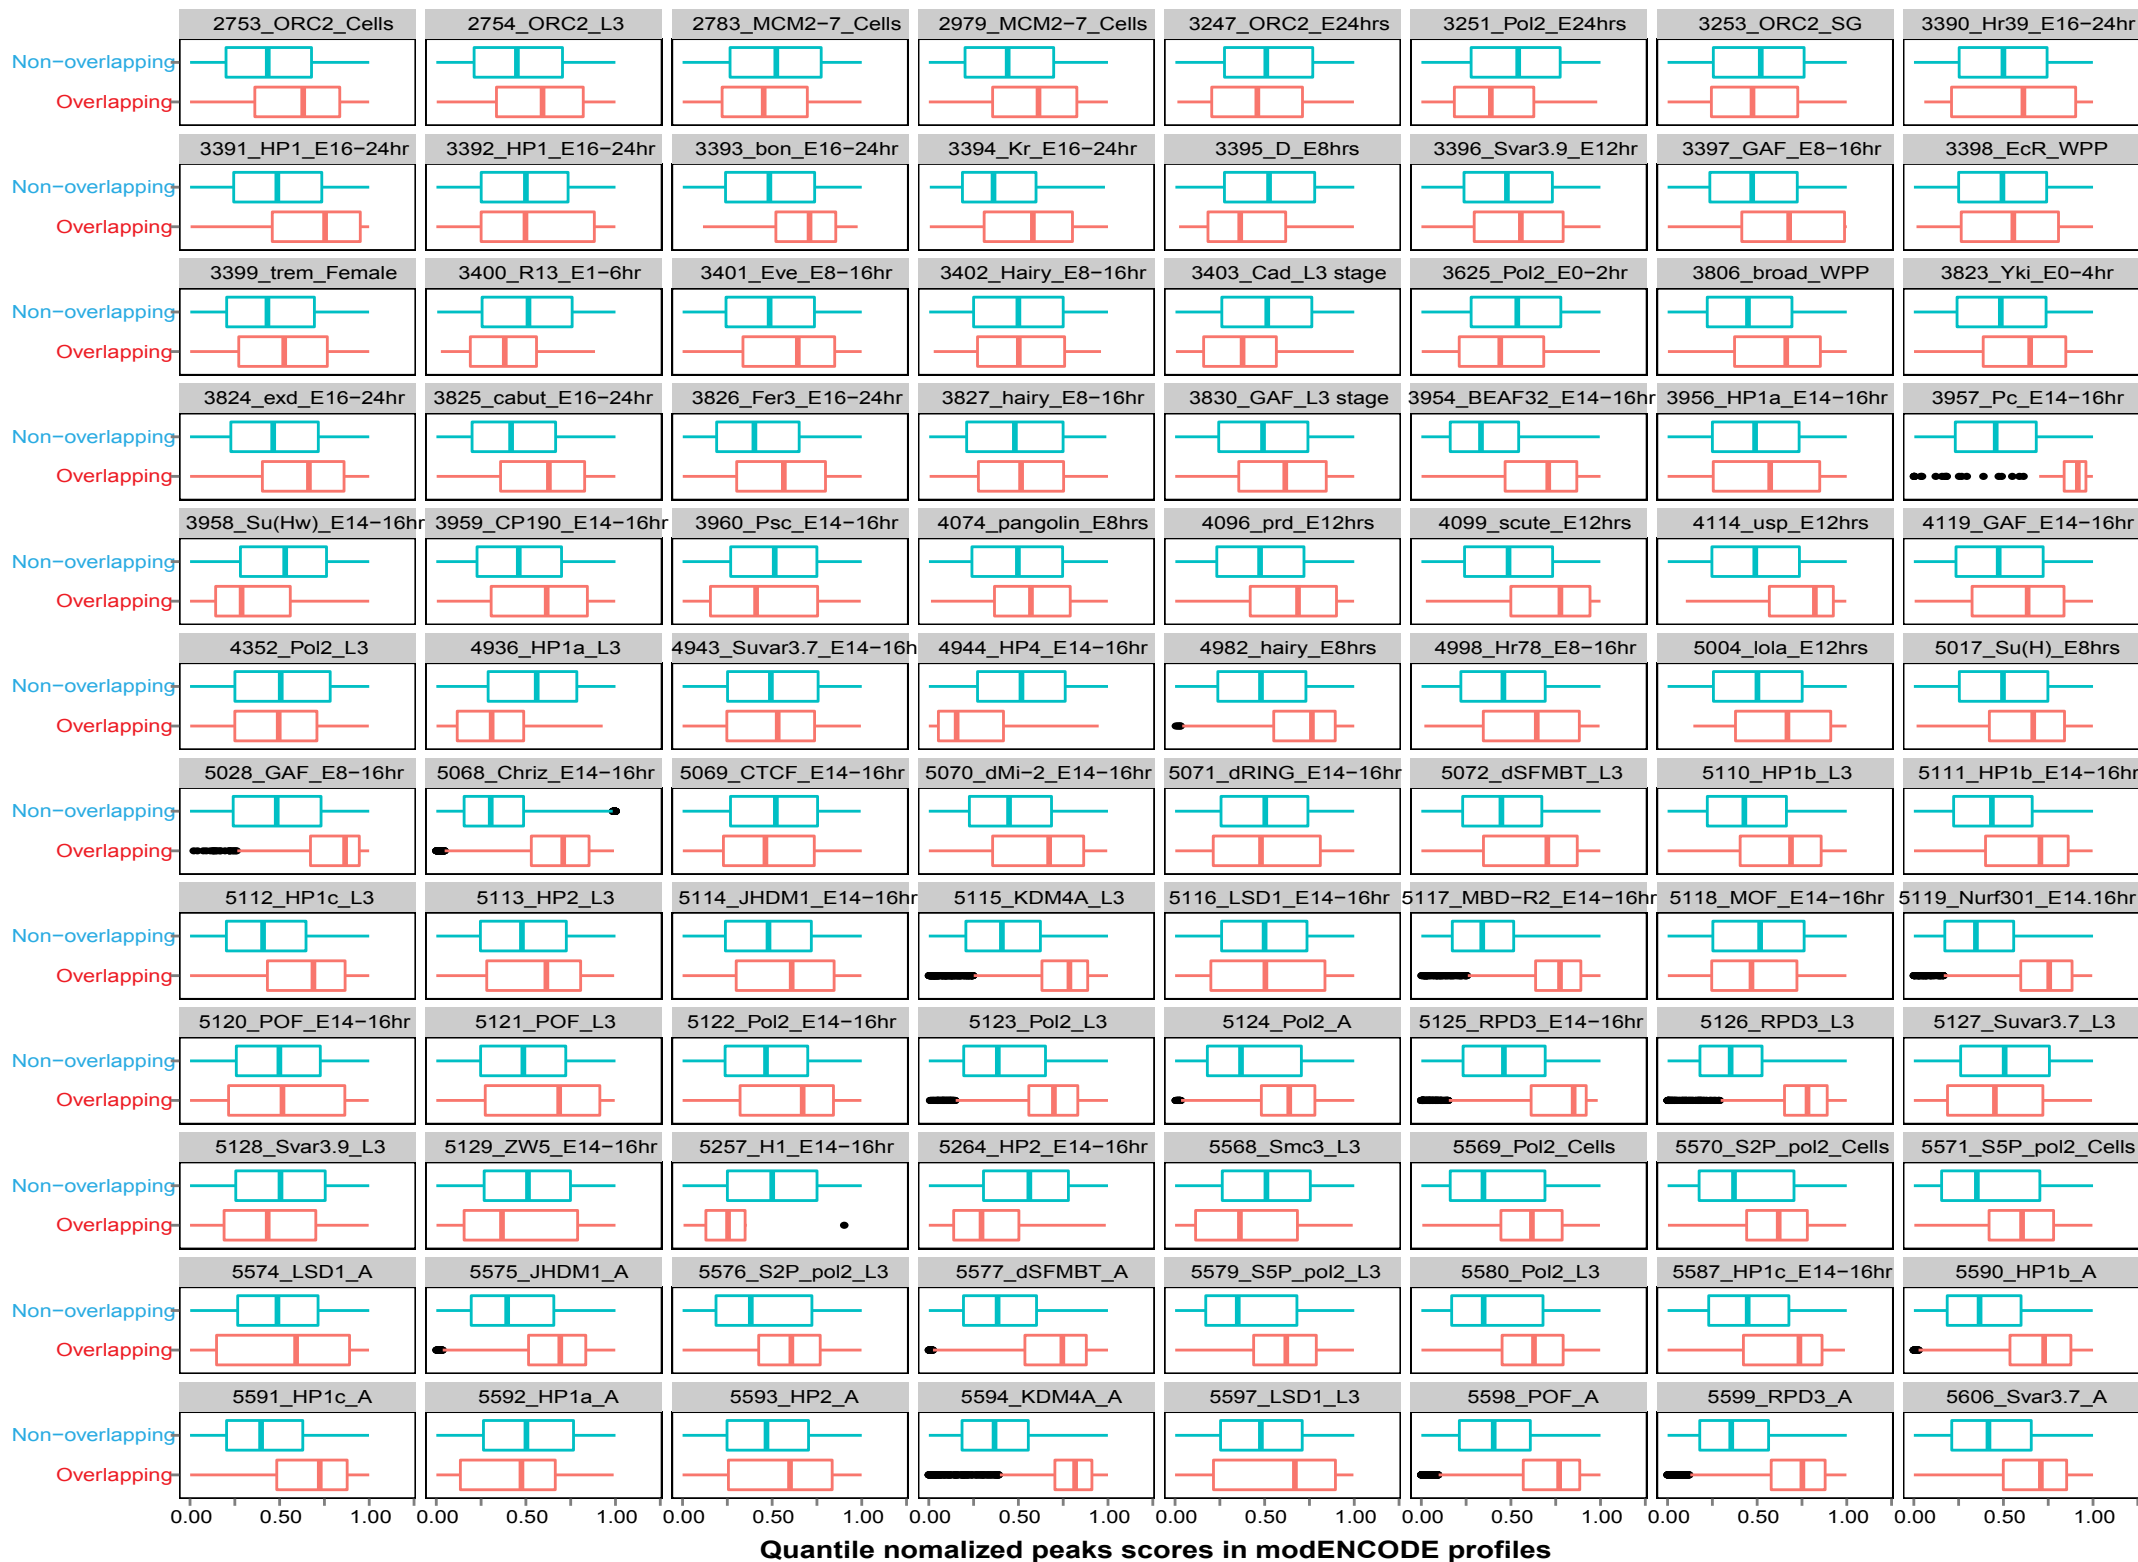

Figure S10: The modENCODE peaks overlapping with Phantom Peaks seem to have higher calculated peak strengths. We selected 96 non-histone modENCODE ChIPseq profiles for which peak scores were provided. The scores were quantile-normalized for each profile and partitioned into set overlapping or not with Phantom Peaks. Both sets are plotted as boxplots. Panel headers indicate modENCODE accession number, target and developmental stage.

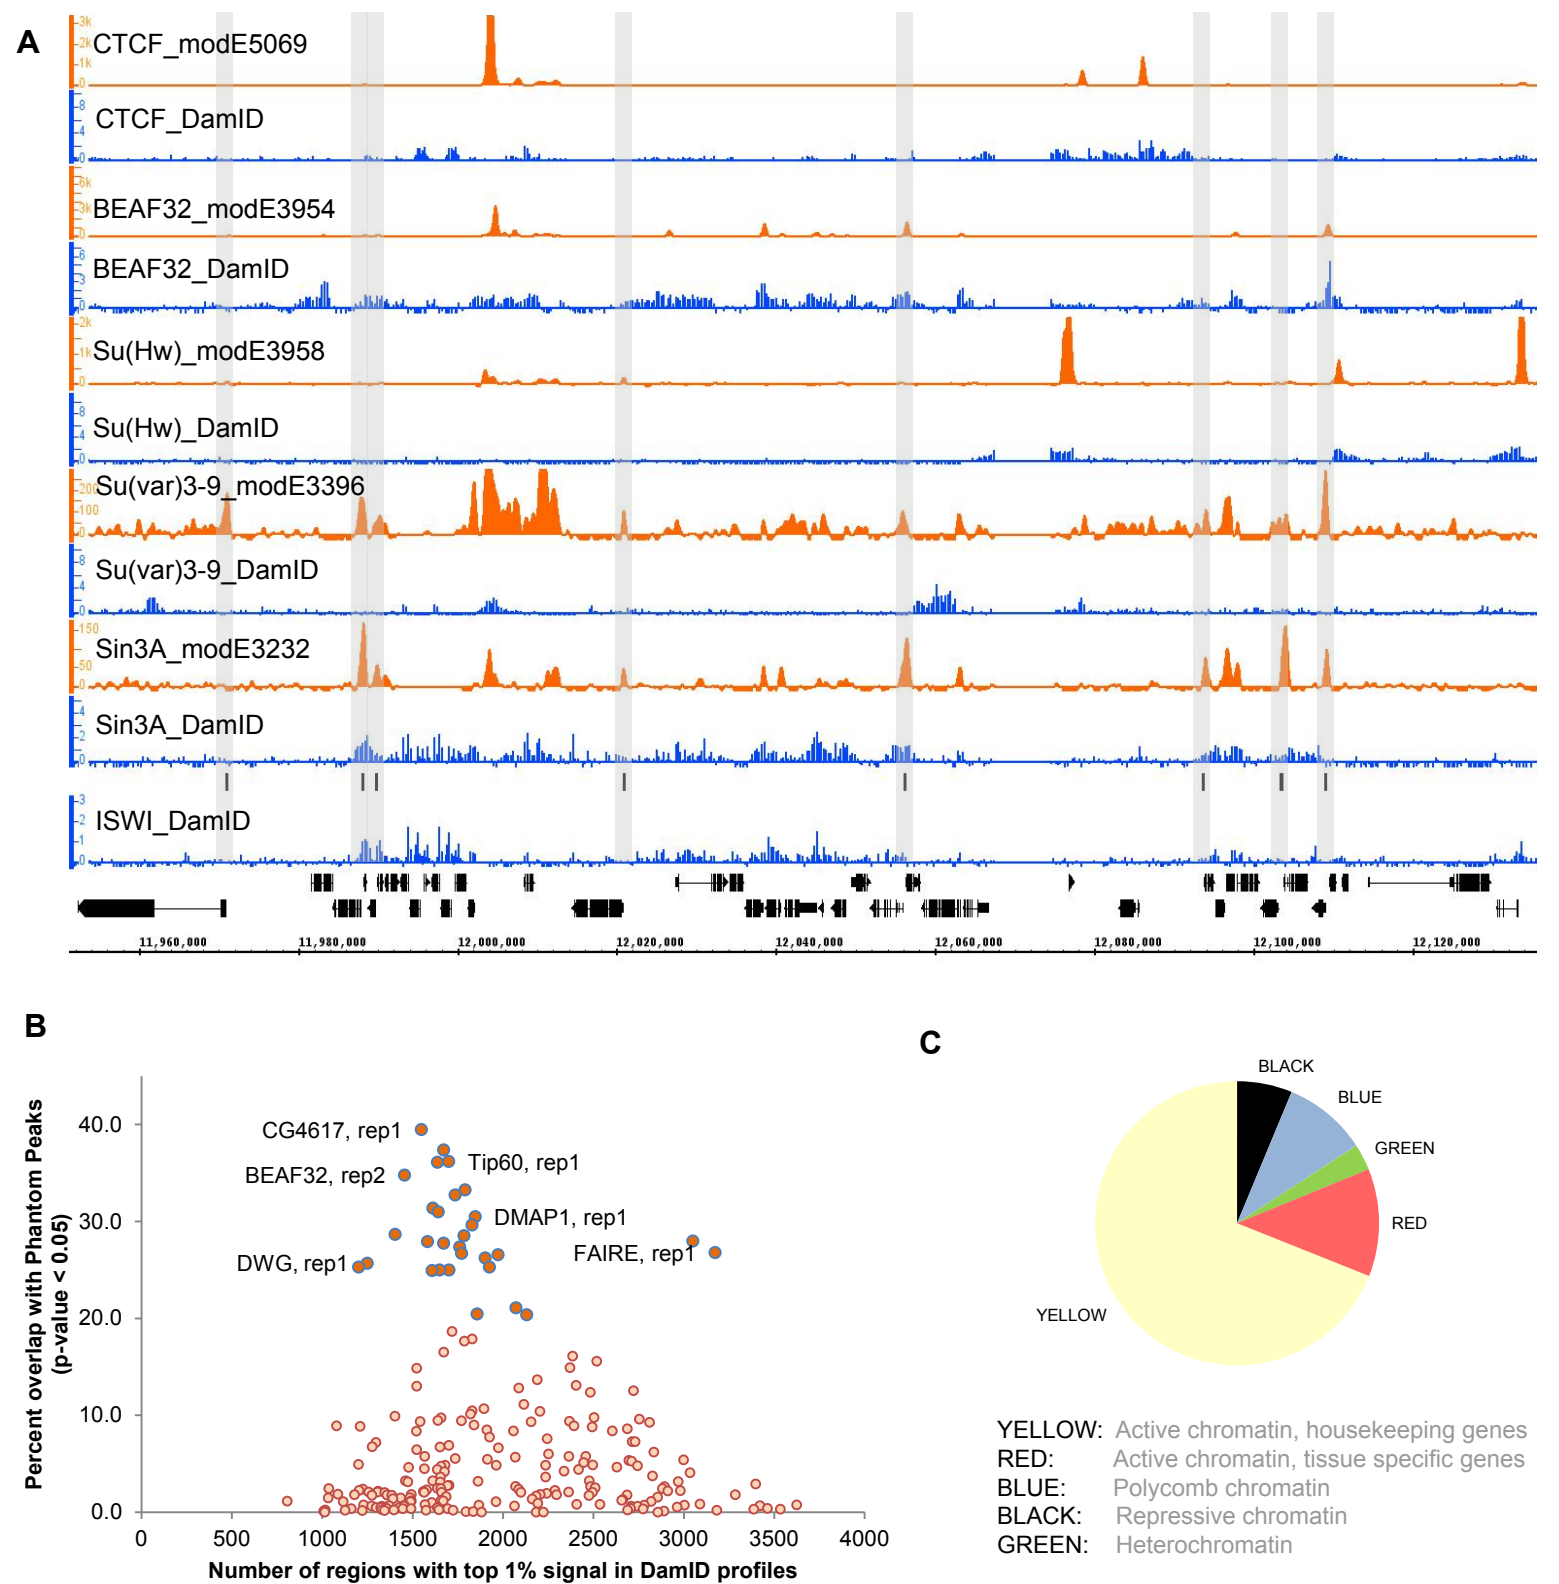

Figure S11: Several DamID profiles show poor overlaps with Phantom Peaks. (A) Background tag subtracted smoothened modENCODE ChIP profiles are juxtaposed to the corresponding DamID profile for the selected factors. DamID profiles represents Dam only normalized signal. (B) Peak regions identified on DamID profiles were scored for their overlaps with the Phantom Peaks. Percent overlapping peaks at p-value cutoff of 0.05 are plotted against the total numbers of DamID peaks (C) Distribution of the Phantom Peaks along the 5-state chromatin model built using DamID profiles.

How the deposited data were processed for this re-analysis (not part of the article)

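ChIP-seq was performed on chromatin of Drosophila embryos aged 0 to 12 h, fixed with 3.7% FA, in 26 libraries from 10 batches of chromatin. There were 10 ACF1 libraries (3 with 3F1, 1 with Rb1 and 3 with Rb2 from WT embryos, 1 with Rb1 and 2 with Rb2 from acf1 embryos), 3 RSF-1 libraries (2 from WT and 1 from rsf-1 embryos), 3 libraries with pre-immune serum from WT embryos and 10 input libraries (7 WT, 2 acf1 and 1 rsf-1).
The authors mapped the reads to Release 5 of the genome with Bowtie and called peaks with HOMER under default settings. The deposited files are peak lists whose values are the start and end positions of each peak on its chromosome, 1 list per library. They hold 50336 peaks with no repeated entry and no score, and all but 26 are 200 bp wide. Supplementary Table S2 names an input control for each ChIP profile, and the text does not spell out how it entered the peak calling or how replicates were merged into the lists that the paper compares. The paper gives the sequencing depth as a range for all samples, and no read number per library was used here. How weak an enrichment can be and still be called is therefore unknown, and it can differ between libraries.
Positions were taken in Release 5 as deposited. Peaks were treated as shared when at least 50 bp overlapped. Peaks of the libraries of a group were merged, and a merged region was kept when at least 2 libraries had it, or 1 for the groups with a single library (Rb1 in WT and RSF-1 in rsf-1 chromatin). Regions of the WT and mutant groups that overlapped were merged into common regions of each factor, and the union of the common regions of ACF1 and RSF-1 is the rebuilt set of Phantom Peaks. Supplementary Table S3 was held only in part (1999 entries), and no overlap with it was calculated.
Numbers of peaks were compared as log2 after adding 1. Groups of libraries were compared with two-sided exact permutation tests, and antibody and input libraries with two-sided exact sign-flip permutation tests over the batches of chromatin, after averaging the antibody libraries of a batch. Except within batches 6 and 7, the tests between groups of libraries treat libraries of the same batch as independent. The threshold on p was 0.05. Percentages of regions carry exact 95% confidence intervals, which treat regions as independent, and were compared with 1000 circular shifts of the regions along their chromosomes (100 for the regions found in WT chromatin alone). The shifts do not keep a preference for promoters, so that they set a low bar for lists that share one. The overlap of libraries within and across genotypes, and the number of regions in every WT and no acf1 library, were compared over all 35 splits of the 7 libraries made with Rb1 or Rb2. Chromatin batches followed Supplementary Table S2, and where the sample labels differ (both pre-immune Rb2 libraries) each version was used.
Regions were named by a rule fixed before their values were seen: the regions in the intervals drawn in Fig. 1A and Supplementary Fig. S3, and the first 5 by position among those called in the most antibody libraries, in the most Rb1 or Rb2 WT libraries and no acf1 library, and in the most inputs. The other choices tried were the chromosome arms alone, an overlap of at least 1 or 150 bp, group regions found in any library, in more than 50% of the libraries or in every library, removal of peaks found in the input of the same chromatin, ACF1 WT libraries made with Rb1 or Rb2 alone, untransformed peak numbers, other pairings of the libraries, other ways to count common regions and pair overlap, and each library left out in turn.
The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data of 28300 peaks, where 1300 of 1300 ACF1 common regions, 1800 of 1800 regions of the union and 400 of 400 regions made to be lost in acf1 chromatin were recovered, and on 25500 simulated peaks with no such loss, where none were found. Each simulated region was placed in every library of its group, so that full recovery checks the calculations alone. How many losses would be missed when single libraries fail to call a region, as in the real lists, was not simulated. Promoters, the acf1 and rsf-1 loci and the qPCR amplicons were left out, because the gene table at hand belongs to Release 6 and positions were not converted. S2 cells, chromatin fixed with 1.8% FA and the data of other studies were not analysed here.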

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

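Of the tests in this part, those on the reads and on 3F1 DNA in inputs were set before their results were seen, and all others were chosen after. Samples that lie far from the others of their group were sought in 25 sets of 4 to 10 libraries by the gap to the nearest library relative to the range of the set. Such a sample was found in 4 sets, while chance gives about 5% of sets, and 2 of the 4 sets hold the same library.
Input WT replicate 2 held 2359 peaks, far above the other WT inputs (gap 0.623 of the range, 7 libraries) and above the other inputs of any genotype (0.607, 10 libraries), followed by input WT replicate 3 with 1045. On the log2 scale the gaps were 0.36 and 0.33, which is not beyond the limit. More reads alone should give lists that contain nearly all peaks of the other inputs, but of the peaks of the 8 inputs other than replicates 2 and 3, replicate 2 contains a median of 54.3% (range 42.1 to 78.6%), and these 8 inputs contain a median of 52.9% of each other. Of the peaks of replicate 3 it contains 80.1%. This argues against depth as the whole cause. DNA carried over from the 3F1 ChIP is argued against as the main source, since 3.31% of the arm peaks of replicate 2 and 2.88% of those of replicate 3 lie in 3F1 peaks of the same chromatin. In the other 3F1 libraries these values are 1.01 and 0.935% for replicate 2 and 3.50 and 8.23% for replicate 3, so that a small contribution to replicate 2 stays open. Of the arm peaks of replicate 2, 2.23% lie in rebuilt Phantom Peaks (3.50% for replicate 3), which also argues against Phantom Peaks in these inputs as the source. The preparation of batches 1 to 3 stays open and may contribute, because 70.4% of the 115 arm peaks of input WT replicate 1 lie in the list of replicate 2, compared with 19.4 to 57.1% for the inputs of batches 4 to 10. These batches were used for 3F1, so that for the 3F1 libraries batch and antibody cannot be told apart. The embryos of these batches are a biological difference that was not tested.
Rb1 WT replicate 1 had 24.9% of its peaks off the chromosome arms, compared with 5.36 to 11.3% in the other 6 ACF1 WT libraries (gap 0.697 of the range). Its 249 peaks off the arms are within the range of these libraries (215 to 371), whereas its 752 peaks on the arms are fewer than in any of them (1890 to 3794). A low yield of arm peaks may thus account for the high percentage. The Rb1 antibody itself remains possible, since the Rb1 library of acf1 chromatin had 18.6% off the arms, the highest value among the 3 acf1 libraries. With 1 WT library made with Rb1, antibody and library cannot be told apart. No biological explanation was tested, because the other WT libraries of batch 6 came from the same chromatin.
Input WT replicate 5 had a peak in 3.56% of the rebuilt Phantom Peak regions, compared with 2.56 to 2.86% in the other 6 WT inputs (gap 0.697 of the range). On the chromosome arms it called 0.385% of the regions, within the range of the other WT inputs (0.257 to 0.995%). The excess may therefore come from peaks on heterochromatic and unplaced sequences. No biological explanation was tested.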

How the results depend on the processing

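The other choices were set before the data were examined, except the use of the first 50% of each list in file order, which was chosen after seeing the data. The upper part of each list by peak score was not run, because the lists hold no score, and promoters defined in either way were not run for lack of a Release 5 annotation.
Peak numbers and shares of peaks kept their direction and side of the threshold in all alternatives for the comparisons with input. Against pre-immune serum they did so too, with the exception of the comparisons within batches 6 and 7. There, the difference in log2 peak number was 4.47 (Table S2 batches, exact permutation within batch, p = 0.25) or 6.54 (label batches, p = 0.0833), and the difference in share 65.2 or 66.7 percentage points (p = 0.111 for both). These designs allow no p below 0.0833 and 0.111, so that they say nothing about stability. Unpaired, antibody and input libraries differed by 3.07 on the log2 scale (permutation p = 1e-05, the smallest that the resamples can give). With WT and acf1 libraries paired by antibody and replicate number as a block, the difference in log2 peak number was -0.39 (exact sign-flip p = 0.5, 8 flips).
On the chromosome arms, 88.1% of the ACF1 common regions lay in RSF-1 common regions, the input median for Phantom Peaks was 0.321%, 85.2% of the Rb1 regions lay in 3F1 regions and 1 region was called in every WT and no acf1 library. With an overlap of at least 1 bp the input median was 3.32%. With at least 150 bp these values were 80.1%, 2.30% and 67.8%, and 50.1% for Rb2. With group regions from any library there were 4724 ACF1 and 4923 RSF-1 common regions and 6093 in the union, and the shares were 75.2% (ACF1 in RSF-1), 89.5% (Rb1 in 3F1) and 50.9% (Rb2 in 3F1). With more than 50% of the libraries, ACF1 in RSF-1 was 90.6%. With every library there were 267 ACF1 common regions, ACF1 in RSF-1 was 95.5%, the input median 2.15%, Rb1 in 3F1 65.9% and Rb2 in 3F1 49.9%. With peaks of the own input removed, ACF1 in RSF-1 was 86.3% and the input median 0.315%. This low input median is in part built in, since antibody peaks found in the input of their own chromatin were removed beforehand. That choice left 2 regions in every WT and no acf1 library. With ACF1 WT libraries made with Rb1 or Rb2 alone, ACF1 in RSF-1 was 86.3%. From the first 50% of each list came 1620 RSF-1 common regions and 1810 in the union, with 80.7% for ACF1 in RSF-1, 1.66% as input median, 72.8% for Rb1 and 43.0% for Rb2 in 3F1, and 7 regions in every WT and no acf1 library. The pre-immune median was 0.385% on the arms and 0.441% with peaks of the own input removed, compared with 1.28%. The spread between these 3 libraries was large (SD 1.31). Per library, the arms gave 0.642% instead of 2.62% (Rb2 replicate 1) and 0.385% instead of 1.28% (Rb1 replicate 1). Rb2 replicate 2 called 0% in both cases. With 3 libraries, how general this fall is cannot be judged. Apart from the number of regions that each choice admits by its construction, the cause was not tested.
Leaving out each library in turn gave ranges as follows. The log2 difference in peak number was -0.45 to 0.25 for WT against acf1 (7 fits), reversed without Rb2 acf1 replicate 2 (0.25) and without Rb1 WT replicate 1 (0.25). For 3F1 against Rb1 and Rb2 it was -0.28 to 0.39 (7 fits), reversed without 3F1 replicate 2 (-0.09) and Rb1 replicate 1 (-0.28). Antibody against input gave 3.07 to 3.51 (23 fits), and antibody against pre-immune serum 2.65 to 6.79 (16 fits). The shares differed by 35.3 to 43.6 points from input (20 fits) and by 49.2 to 60.4 points from pre-immune serum (15 fits). ACF1 common regions numbered 596 (without Rb2 acf1 replicate 1) to 1429 (10 fits), RSF-1 common regions 3125 to 4857 (without RSF-1 WT replicate 2, 2 fits) and the union 3132 to 5041 (without RSF-1 WT replicate 2, 12 fits). ACF1 in RSF-1 was 78.1 to 89.9% (12 fits), the input median 2.30 to 2.98% and the pre-immune median 0.640 to 1.95% (25 fits each), Rb1 in 3F1 68.4 to 76.8% (6 fits) and Rb2 in 3F1 42.7 to 61.0% (7 fits). Overlap across minus within genotypes was -0.997 with merged regions as the measure (exact permutation, p = 0.886) and, with libraries left out, -20.5 (without Rb2 acf1 replicate 2) to 1.99 (7 fits), reversed without Rb1 WT replicate 1 (0.726) and Rb2 WT replicate 1 (1.99). Regions in every WT and no acf1 library numbered 6 to 89 (7 fits, 89 without Rb2 acf1 replicate 2, 38 without Rb2 WT replicate 3). Leaving out the rsf-1 library, or the Rb1 WT library for its overlap with 3F1, empties a group and gives no value. The cause of these changes was not tested.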

Differences from the paper's values

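The values of the paper in this part were read by eye from figures, and no cause is named. A gap counts as closed where the larger value is at most 1.5 times the smaller. For regions of WT chromatin alone, Fig. 1B of the paper shows about 640 for ACF1, compared with 2731 here, and none of the alternatives set before the data were examined closed the gap (228 to 3569). For acf1 chromatin alone the paper shows about 680 in Fig. 1B, and 334 were found here. The gap closed with group regions from more than 50% of the libraries (759), without Rb2 WT replicate 2 (476) and without Rb2 WT replicate 3 (492), and with none of the other alternatives set before the data were examined.
For RSF-1 the paper shows about 210 regions of WT chromatin alone in Fig. 1C, compared with 109 here. An overlap of at least 150 bp closed this gap (214), and the other alternatives set before the data were examined did not. For rsf-1 chromatin alone the paper shows about 600 in Fig. 1C, compared with 2291 here. The gap closed with group regions from any library (423) and without RSF-1 WT replicate 2 (489), and with none of the others. Common regions of ACF1 alone are about 60 in Fig. 1D of the paper and 228 here, and the gap closed without Rb2 acf1 replicate 1 (77) alone.
Among the antibodies, the paper shows about 1500 regions of 3F1 alone in Supplementary Fig. S2B, compared with 739 here. This gap closed with group regions from any library (1733), without Rb2 WT replicate 1 (1000) and without Rb2 WT replicate 2 (1139), and with none of the others. For Rb2 alone the paper shows about 550 in Supplementary Fig. S2B, and 1247 were found here. The gap closed with group regions found in every library (689), without Rb2 WT replicate 2 (574) and without Rb2 WT replicate 3 (781), and with none of the others. For Rb1 alone the paper shows about 14 in Supplementary Fig. S2B, compared with 126 here, and no alternative closed the gap (lowest 41, with any library). For Rb1 and Rb2 without 3F1 it shows about 20, compared with 102 here, and no alternative closed the gap (lowest 58). Regions of all antibodies are about 460 in Supplementary Fig. S2B of the paper and 719 here. Here the gap closed on the chromosome arms (612), with at least 150 bp (628), with every library (486), with peaks of the own input removed (609) and without any one of the 3F1 or Rb2 WT libraries (532 to 684). It also closed with the first 50% of each list (349), which was chosen after seeing the values. With an overlap of at least 1 bp (730), any library (869) or the other alternatives it did not close.
The paper describes the 3F1 list as larger than those of the other antibodies, whereas 2348 group regions were found with 3F1, 2906 with Rb2 and 1001 with Rb1. Leaving out an Rb2 WT library reversed this order for Rb2, which then had 2158 (without replicate 1), 1605 (without replicate 2) or 2225 regions (without replicate 3), and the other alternatives did not. In Fig. 1A the paper draws about 7 Phantom Peaks, and 6 were found here. An overlap of at least 1 bp added the missing region, at 9912587 to 9912995 on 2L, which was called in 7 antibody libraries, and group regions from any library, or leaving out RSF-1 WT replicate 2, gave 8.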

Other observations

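The tests on Rb2 WT replicate 3, on other splits of the libraries, on the order of the lists and on binding that needs ACF1 were chosen only after the results were seen, and the test with 3 WT libraries before. Rb2 WT replicate 3 shared on average 61.4% of peaks with the 3 acf1 libraries and 61.1% with the other 3 WT libraries made with Rb1 or Rb2 (difference 0.337 percentage points), whereas this difference was -16.7 to -24.3 points for the other WT libraries. For the acf1 libraries the difference was 0.984 (Rb1), -6.90 (Rb2 replicate 1) and -29.4 points (Rb2 replicate 2). Rb2 acf1 replicate 2 thus shared more with the WT libraries (75.6%) than with the other acf1 libraries (46.2%). Peaks off the chromosome arms do not account for the values of Rb2 WT replicate 3. On the arms its difference was -2.87, compared with -19.8 to -25.2 for the other WT libraries. Unequal length of the lists does not either, as the difference was -1.60 with the same number of peaks from the start of each list, compared with -8.72 to -14.2. A wrong label was tested with peaks of the inputs that tell the genotypes apart. Of 8 regions called in both acf1 inputs and no other input, this library called 7 (87.5%), compared with 1 or 2 in the other ACF1 WT libraries and 3 to 6 in the acf1 libraries. Of 55 regions called in at least 5 WT inputs and no acf1 input, it called 6, compared with 15 to 37 in the other ACF1 WT libraries and 3 to 6 in the acf1 libraries. Pre-immune libraries of WT chromatin also called few of the latter (0 to 6 of 55) and 0 to 3 of the 8, so that a low number of WT input regions alone does not mark the genotype. The RSF-1 libraries called 14 to 21 of 55 and 0 to 2 of 8. A wrong label on this library, or chromatin with acf1 DNA in it, may therefore be a candidate explanation, found and tested on the same data. The regions are few, and most lie off the arms (5 of 8 and 49 of 55). Whether Rb2 WT replicate 3 was exchanged with Rb2 acf1 replicate 2 stays open, because the values point both ways. Rb2 acf1 replicate 2 called 5.45% of the WT input regions (3 of 55), like the other acf1 libraries, which goes against it. It called 3 of the 8 acf1 input regions, the fewest of the acf1 libraries, and resembled the WT libraries more. Of 35 splits of the libraries, that with both exchanged gave the lowest overlap across minus within groups (-24.9 points, genotype split -6.42). Chromatin of batch 8 from other embryos is argued against by its input, which called 2 of 10 such acf1 regions (20%) where Rb2 WT replicate 3 called 9, and 21 of 49 WT regions where that library called 6. Without this library, 1275 ACF1 common regions were found instead of 1433, and 38 instead of 4 regions in every Rb1 and Rb2 WT library and no acf1 library.
The number of regions in every Rb1 and Rb2 WT library and no acf1 library (4) was reached by 13 of the 35 splits of these 7 libraries into groups of 4 and 3, the real one included (median 2, maximum 352). Other groupings of the libraries may thus give as many such regions. Of the 7 splits that keep every batch of chromatin whole, 5 gave as many, the real one included. Batches 5, 6 and 7 against 4 and 8 gave 143 regions. That split is the one with Rb2 WT replicate 3 and Rb2 acf1 replicate 2 exchanged, which stays open. If they had been exchanged, 143 regions and not 4 would be in every WT and no acf1 library. Batches 4, 5 and 8 against 6 and 7 gave 30 regions, batches 4, 7 and 8 against 5 and 6 gave 23, and batches 4, 5 and 7 against 6 and 8 gave 6. A value within batches cannot be had, because each batch holds a single genotype.
More ACF1 regions were found in WT chromatin alone (2731) than in acf1 chromatin alone (334), and the groups have 7 and 3 libraries. In the 35 subsets of 3 WT libraries, the median number of WT-only regions was 1310 (577 to 1915) and of acf1-only regions 814 (396 to 1012), with more WT-only regions in 30 of 35 subsets. In the 3 subsets with the antibodies of the acf1 group (Rb1 and 2 Rb2 libraries), which share libraries, the numbers were 1235 and 624, 779 and 630, and 1062 and 424, so that an excess of WT-only regions was also found without 3F1. The unequal number of libraries may account for part of the difference, and the rest cannot be told apart from batch, which varies with genotype. Binding that needs ACF1 stays open for these regions as a set. Of the 2731, 72.9% were called in at least 1 acf1 library (1.85% for shifted regions), which goes against it, but nearly all of these calls come from Rb2 acf1 replicate 2 (69.1%). Whether the other acf1 libraries call them as well cannot be asked of this set, because regions called in 2 acf1 libraries were left out of it by its definition. For the 563 called neither in an acf1 library nor with the RSF-1 antibody in rsf-1 chromatin, binding that needs ACF1 and peaks below the calling threshold cannot be told apart, because the lists hold no read densities.
Peaks near the start of a list were found in another antibody library more often than those near its end, with at least 98.1% in the first of 4 equal parts of each list and 43.4 to 96.6% in the last. Places of shared peaks in both lists were correlated (median Spearman rho 0.535, range 0.139 to 0.946, 78 pairs), with a median of 0.536 in the 23 pairs of the same factor and unlike genotype. The lists may thus be sorted by peak strength, although no column says so. No biological explanation was tested.
By a rule chosen after the values were seen, 7 regions were picked as those called in at least 9 of the 10 antibody libraries of WT or rsf-1 chromatin and in no acf1 library. They lie at 5949261 to 5949548 on 2L, 2573666 to 2573879 on 2RHet, 27893963 to 27894414 on 3R, 717379 to 717625 on chromosome 4, 141226 to 141677 and 5768284 to 5768995 on U, and 17714337 to 17714599 on X. Those at 5949261 on 2L and 141226 on U are also among the regions of the rule set beforehand. In 5 of the 7 the missing library was Rb2 WT replicate 3. The first region of those on U was also called in 5 inputs and the other in 8, and that on 2RHet in 2.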
